# Chromosome-scale assembly of the *Monopterus* genome

**DOI:** 10.1093/gigascience/giy046

**Published:** 2018-04-24

**Authors:** Xueya Zhao, Majing Luo, Zhigang Li, Pei Zhong, Yibin Cheng, Fengling Lai, Xin Wang, Jiumeng Min, Mingzhou Bai, Yulan Yang, Hanhua Cheng, Rongjia Zhou

**Keywords:** *whole-genome sequencing*, *genome assembly*, *chromosomes*, *fish*

## Abstract

**Background:**

The teleost fish *Monopterus albus* is emerging as a new model for biological studies due to its natural sex transition and small genome, in addition to its enormous economic and potential medical value. However, no genomic information for the *Monopterus* is currently available.

**Findings:**

Here, we sequenced and *de novo* assembled the genome of *M. albus* and report the *de novo*chromosome assembly by FISH walking assisted by conserved synteny (Cafs). Using Cafs, 328 scaffolds were assembled into 12 chromosomes, which covered genomic sequences of 555 Mb, accounting for 81.3% of the sequences assembled in scaffolds (∼689 Mb). A total of 18 ,660 genes were mapped on the chromosomes and showed a nonrandom distribution along chromosomes.

**Conclusions:**

We report the first reference genome of the *Monopterus* and provide an efficient Cafs strategy for a *de novo* chromosome-level assembly of the *Monopterus* genome, which provides a valuable resource, not only for further studies in genetics, evolution, and development, particularly sex determination, but also for breed improvement of the species.

## Data Description

### Background

The freshwater fish *Monopterus albus* taxonomically belongs to the teleost family Synbranchidae of the order Synbranchiformes. This fish is distributed mainly in southern and eastern Asia, in northern Australia, and in the southeastern United States [1]. *Monopterus* is an economically important species because of its high nutritional value (e.g., high polyunsaturated fatty acid omega-6 levels) and potential medical value. The most influential Chinese pharmacy monograph, the Bencao Gangmu, a compendium of materia medica written by the pharmacist Shi-Zhen Li during the Ming Dynasty (AD 1368∼AD 1644), recommended *Monopterus* as a natural drug with medicinal virtues.

As an emerging model species in development, genetics, and evolution [2], *Monopterus* has the attractive feature of undergoing a sex transition from female to intersex to male during its life [3]. This discovery may have considerable theoretical significance in sex determination [4]. *Monopterus* has a small genome size (∼800 Mb) and a minimum chromosome number (n = 12) among teleosts, whose chromosome numbers range from 12 to 223 [5]. In addition, all chromosomes of *Monopterus* are telocentric. Given that a third whole-genome duplication occurred in the whole teleost lineage compared to the two genome duplications that occurred in other land vertebrates [6–8], the speciation and sexual differentiation of *Monopterus* may provide new insights into vertebrate evolution. However, the mechanisms of sex determination in the species remain unknown.

Whole-genome sequencing will provide detailed genetic data for studies of genetics, development, and evolution and for the genetic manipulation of *Monopterus*. However, no genetic map is currently available for this species. The whole-genome shotgun approach, with high throughput and low cost, is based on a second-generation sequencing platform that makes the whole-genome *de novo* assembly of a species possible without the need for a physical map. However, the sequence data produced by second-generation sequencing technologies are highly fragmented due to the short lengths of the reads. A number of methods for increasing the contiguity and accuracy of *de novo* assemblies have recently been developed. The read length generated from sequencing can be improved by a third-generation sequencing platform, such as single-molecule real-time sequencing, with raw reads of a mean length of 15 kb [9], and nanopore single-molecular sequencing, with raw reads of approximately 5–50 kb [10]. Some strategies for the assembly of a long scaffold have also been developed, e.g., BAC/fosmid paired end sequencing, the long-read sequencing (LRseq) [11] approach, contiguity-preserving transposase sequencing (*fragScaff*) [12], and various assembly algorithms [13, 14]. Recently, chromatin interactions, such as high-throughput/resolution chromosome conformation capture, have been used to assemble ultra-long scaffolds that can lead to a chromosome-scale assembly; however, a certain amount of error occurs when used for *de novo* assembly [14, 15]. Thus, accurate chromosome-level assembly remains a major challenge.

The most widely used strategy for chromosome-level assembly of the scaffolds generated by second-generation sequencing is based on a high-density genetic map at the chromosome level. Nevertheless, this strategy is feasible only when high-density genetic maps of a species are available. Because there is no genetic map available for *Monopterus*, we have developed an efficient assembly strategy: *de novo*chromosome assembly by FISH walking assisted by conserved synteny (Cafs). Using Cafs technology, which is efficient and cost effective, a precise chromosome-level assembly covering 81.3% of the sequences assembled in scaffolds was produced.

### Whole-genome sequencing

A whole-genome shotgun strategy and second-generation sequencing technology (Illumina HiSeq 2000 platform) were used to sequence two male *Monopterus*. Genomic DNA was extracted from eels from the Wuhan area in the Yangtze River basin. To reduce the risk of nonrandom sequencing, eight paired-end sequencing libraries with insert sizes of 170 bp, 500 bp, 800 bp, 2 kb, 5 kb, 10 kb, 20 kb, and 40 kb were constructed. Of them, the library with 40 kb inserts was from a second individual for assembling of long scaffolds. These libraries generated 101.62 GB of sequence data. To reduce sequencing errors in the assembly, sequence reads were filtered to remove low-quality reads. After filtering, 78.64 GB (97.6X) of sequence data were retained for the assembly, which ensures a high single-base accuracy (Additional files: Fig. S1 and Table S1).

### Estimation of genome size

A k-mer was defined as a sequence of k bases in length. The frequency of k-mers in a collection of short, insert-sized reads could be calculated with a 1 bp sliding window. When an optimal amount of data was present, the k-mer frequency followed a Poisson distribution. The k-mer value was used to estimate the genome size, as follows: genome size = K_num/Peak_depth, where K_num is the total number of k-mers and Peak_depth is the expected value of the k-mer depth [16]. The 17-mer distribution obeyed the theoretical Poisson distribution. The data used for k-mer analysis were derived from the male that was used to construct the genome sequencing libraries. The heterozygosity revealed from the k-mer analysis reflects the inner heterozygosity in an individual. Finally, we observed that the proportion of heterozygosity in the *Monopterus* genome was small, and estimated that the entire genome comprised 806 Mb, with a GC (guanine-cytosine) content of 40.8% (Additional files: Figs. S2, S3, and Table S2).

### *De novo* genome assembly

The *Monopterus* genome was *de novo* assembled with the SOAPdenovo software [16]. SOAPdenovo employs the de Bruijn graph algorithm to simplify assembly and reduce computational complexity. Low-quality reads were filtered out, and potential sequencing errors were removed or corrected with the k-mer frequency methodology. The SOAPdenovo assembly process consisted of three main steps: contig construction, scaffold construction, and gap filling. The sequence data derived from the libraries with insert size of 2 kb, 5 kb, 10 kb, and 20 kb were used to assemble the scaffolds by SOAPdenovo. The sequence data derived from the library with 40 kb insert were used to build scaffolds with SSPACE version 1.1 software [17].

To assess assembly quality and completeness, high quality reads from short-insert-size libraries (75 bp read lengths) were aligned to the assembly with the BWA program [18] (version 0.5.9-r16), with default parameters. Next, SOAPcoverage (version 2.27) was used to calculate sequencing depth. A total of 91.06% reads could be mapped, and they covered 99.69% of the assembly, excluding gaps. To further test for possible contigs that might be mis-joined in scaffolds, we analyzed paired-end information. We found that, if contigs were included only when both ends could be uniquely mapped onto the assembly, 90.66% of paired-ends were in the correct orientation and at the expected distance, according to the utilized short-insert-size libraries (Additional file: Tables S3).

The final assembly comprised 689.5 Mb with contig and scaffold N50 sizes of 22.2 kb and 2.1 Mb, respectively (Table 1). More than 90% of the total sequence was covered by 379 scaffolds; the longest scaffold spanned 11.7 Mb (Table 1). Assembly accuracy was further demonstrated by 91.06% reads mapping (99.69% coverage) to the reference sequences of the genome and the successful mapping of 321 bacterial artificial chromosomes (BACs) sequenced with Sanger sequencing technology.

**Table 1:** Statistics of the assembly of the *Monopterus* genome

	Contigs*		Scaffolds	
	Size (bp)	Number	Size (bp)	Number
N90	4,762	33 ,115	368 ,242	379
N80	8,655	23, 414	775 ,515	254
N70	12, 290	17, 275	1,109 ,624	180
N60	16 ,188	12 ,785	1,519 ,751	128
N50	22 ,239	8,438	2,106 ,322	87
Longest	159 ,913	—-	11, 676, 616	—-
Total size	634 ,655 ,961	—-	689 ,524 ,511	—-
Total number(≥100 bp)	—-	117, 579	—-	62 ,978
Total number (≥2 kb)	—-	44 ,314	—-	2,360

* The contig size was the final size after filling intrascaffold gaps. Contigs with lengths shorter than 100 bp were not included in the statistics.

To evaluate the quality of the assembled genome, we conducted Benchmarking Universal Single-Copy Orthologs analysis [19] using BUSCO v2.0 with vertebrata_odb9 including 2,586 BUSCOs. Using the BUSCO analysis, 96.5% of BUSCOs were completely detected in the assembled genome (2,464: complete and single-copy, 32: complete and duplicated) among 2,586 tested BUSCOs. The number of fragmented and missing BUSCOs was 56 and 34, respectively. Together, the genome of the *Monopterus* assembled is of high quality.

### Repeat elements

Transposable elements were identified in the genome with a combination of homology-based and de novo approaches. The homology-based approach utilized database Repbase [20] (release 19.06), with RepeatMasker (RepeatMasker, Version 4.0.3) and RepeatProteinMask (from the RepeatMasker package) programs with the default parameters [20]. The *de novo*approach used two prediction programs, RepeatModeler [21] (version 1.0.7) and LTR-FINDER [22] (version 1.0.5), to build the *de novo* repeat libraries based on the genome sequences. Next, contaminations and multicopy genes were removed from the libraries. Then, the RepeatMasker was used again to find repeats in these repetitive sequence libraries. Finally, we combined all the results generated by these methods. To improve our comparisons to other teleost fish, we used the same procedure and parameters to analyze the *Danio rerio*, *Oryzias latipes*, *Gasterosteus aculeatus*, *Tetraodon nigroviridis*, and *Takifugu rubripes* genomes.

For the assembled sequence, the repetitive element content of the *Monopterus* genome (28%) was much lower than that of the zebrafish (61%) and about the same as medaka (29%) genomes but higher than that of the threespine stickleback (16%) and pufferfish (8–10%) genomes (Additional file: Fig. S4). In the *Monopterus* genome, the main repetitive transposable elements were the DNA transposons and long interspersed nuclear elements (LINEs). At 8%, the LINEs were the largest category of transposable elements. The percent of LINEs was greater than that found in other teleost fish (2–5%), which might be associated with genome instability [23].

It should be pointed out that only ∼79% of the expected genome size was captured in contigs (634.7 Mb of 806 Mb), and the BUSCO analysis showed that the 634.7 Mb genome assembly was complete. These data suggest that the unassembled genome probably consists of noncoding DNA, possibly containing many repeats. Thus, the repeat abundance would likely be underestimated. Third-generation sequencing will provide a more complete assembly.

### Genes and function annotation

We used both homology-based and *de novo* methods to predict genes in the *Monopterus* genome by scanning the local *Monopterus* genome database, which also included RNA-seq data. For the homology-based prediction, protein sequences from *D. rerio*, *O. latipes*, *G. aculeatus*, *T. nigroviridis*, and *T. rubripes* were downloaded from the Ensemble platform [24] (release 75) and aligned with the *Monopterus* genome with the Tblastn program [25]. Accordingly, homologous genomic sequences were input into the Genewise program [26] to align matching proteins. This procedure allowed us to define gene structures. For *de novo* prediction, both the Fgenesh [27] and Genscan [28] programs were used to predict coding genes with the appropriate parameters. Homology-based and *de novo*- derived gene sets were combined with comprehensive, nonredundant reference gene sets, obtained with the GLEAN platform [29]. 

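Gonads of *Monopterus*, which pass from ovary through ovotestis to testis during the life of the fish, were sequenced as 3 RNA-seq libraries, 1 per gonad type, so no replicate error could be measured. The authors' transcript models from these libraries hold 75480 transcripts at 63334 loci on 8752 scaffolds. The authors mapped the reads with TopHat and assembled transcripts with Cufflinks; the submitters' processing notes name TopHat 1.3.3, Bowtie 0.12.7 and Cufflinks 1.1.0, and the paper names Cufflinks 2.2.1. The models come as 1 annotation for all the libraries, with 1 FPKM and 1 coverage value per transcript and none per gonad, so ovary, ovotestis and testis could not be compared. Whether the reads were pooled before assembly, and the number of reads per library, are not given in the sources used here, and the median coverage of a transcript was 37.2. A locus is a Cufflinks gene identifier, represented by its transcript with the longest coding sequence. Positions are 1-based on the authors' scaffolds. The identifiers carry no gene names, and 0 of them matched the RefSeq gene table of this species, so loci are given by position. The homology-based and *de novo* predictions behind the paper's gene set, which the paper corrected against RNA-seq data, were not analysed here.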

Genes were corrected by comparisons with the RNA-seq data; these RNA-seqs were mapped to the *Monopterus* genome with the Tophat program, and the Cufflinks program (version cufflinks-2.2.1) [30] was used to assemble transcripts. 

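Most loci carried a short ORF in a single coding segment. Exons outside the ORF had been trimmed away, so this does not show that their transcripts were unspliced. A single coding segment was found at 47787 loci (75.5%), with a median coding length of 96 bp, and at least 2 segments were found at 15547 loci, with a median of 966 bp. Coverage summed over the transcripts of a locus had a median of 130 at loci with several segments, against 28.3 at loci with 1 segment. Loci with several segments also had more transcripts (1.62 against 1.05 on average), so part of this difference can come from the summing. The longest ORF, of 15363 bp in 65 coding exons, lay on scaffold 67 of chromosome 10 from 1667514 to 1698984 on the minus strand. The largest number of coding exons, 87, was found on scaffold 94 of chromosome 2 between 151696 and 228720, in an ORF of 15345 bp. The coding length was a whole multiple of 3 in 75363 transcripts (99.8%), so the models hold ORFs and no untranslated exons.

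**Figure D1:**
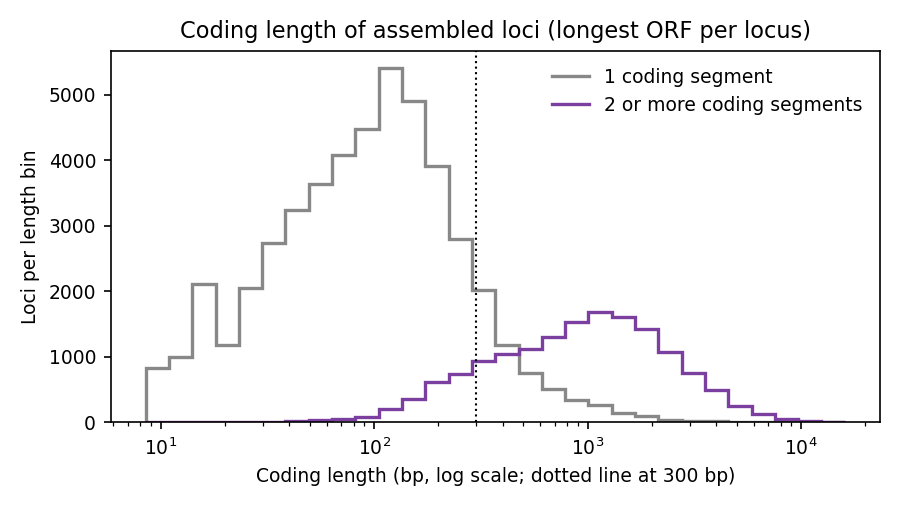
Coding length in bp (log scale) against the number of loci per length bin, for loci with 1 coding segment (gray) and with 2 or more (purple). Most of the gray curve lies left of the dotted line at 300 bp and most of the purple curve lies right of it.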

After that, we selected 1,000 intact genes, defined as gene set “A,” that were supported by the homology-based prediction, and passing a fifth-order Markov model, to verify the ORFs of RNA transcripts based on the hidden Markov model. In the *Monopterus*,  24,056 protein-coding genes were predicted (Additional file: Table S4-S6). 

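The number of coding loci in the gonad transcript models depended on the ORF length required. An ORF of at least 300 bp was present at 18355 loci, or 29.0% of all loci, and 13306 of these also had at least 2 coding exons. At the other end, 24865 loci (39.3%) had an ORF shorter than 100 bp. Merging loci whose coding segments overlapped on the same strand left 62572. A locus had 1.19 transcripts on average, with 1.62 at loci with several coding segments and 1.05 at loci with 1 segment, and at most 6.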

The average gene sizes were similar to those of other teleost fish (Additional files: Fig. S5 and Table S5).

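Over all loci of the gonad transcript models, the first and last coding bases lay 2954 bp apart on average, the CDS was 444 bp long and a locus had 2.86 coding exons. For the loci with an ORF of at least 300 bp, the mean span was 9550 bp (95% confidence interval ± 284), the mean CDS 1276 bp (± 17.8) and the mean exon number 7.25 (± 0.113). For the loci with at least 2 coding exons, these means were 11564 bp, 1339 bp and 8.56. The mean exon length differed far less between these sets of loci. A coding exon measured 155 bp on average over all loci and 176 bp at an ORF of at least 300 bp. Introns exist only at loci with several coding segments, so these sets share nearly all of them and their means had little room to differ. The mean intron was 1352 bp over the 117598 introns of all loci and 1324 bp over the 114698 at an ORF of at least 300 bp. The longest spans were 480 kb on scaffold 96 of chromosome 1, in 2 coding exons, and 445 kb on scaffold 128 of chromosome 12, also in 2, with an ORF of only 81 bp. The intervals cover the spread between loci only, and untranslated exons are outside these spans.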

Blastp was used to search for proteins encoded in the *Monopterus* genome by comparing candidate sequences against the SwissProt and TrEMBL databases from the UniProt Knowledgebase (UniProtKB) [31]. The annotated motifs and domains in the available databases (ProDom, PRINTS, Pfam, SMART, PANTHER, and PROSITE) were obtained with the InterProScan program [32] (version 4.7). In gene ontology (GO) [33] analyses, gene functions were obtained from the corresponding InterPro entries. Subsets of the GO terms were obtained according to the program DAVID (version 6.7) [34]. X-associated genes were annotated based on the GO term list in human, and Z-associated genes were annotated based on the GO term list in chicken. All genes were also aligned against the Kyoto Encyclopedia of Genes and Genomes (KEGG) [35] (release 68) protein database. The genes that matched genes in the KEGG database were assumed to be involved in the corresponding signaling pathways. Approximately 80% of the genes could be functionally annotated with homology analysis (Additional file: Fig. S6).

### *De novo* chromosome assembly by Cafs-strategy

To assemble chromosomes with accurate sequences from the scaffolds, we developed an efficient assembly strategy without using any genetic map information, Cafs (Fig. 1), which is based on chromosome fluorescent *in situ* hybridization (FISH) and the shared synteny between distantly related fish species.

**Figure 1:**
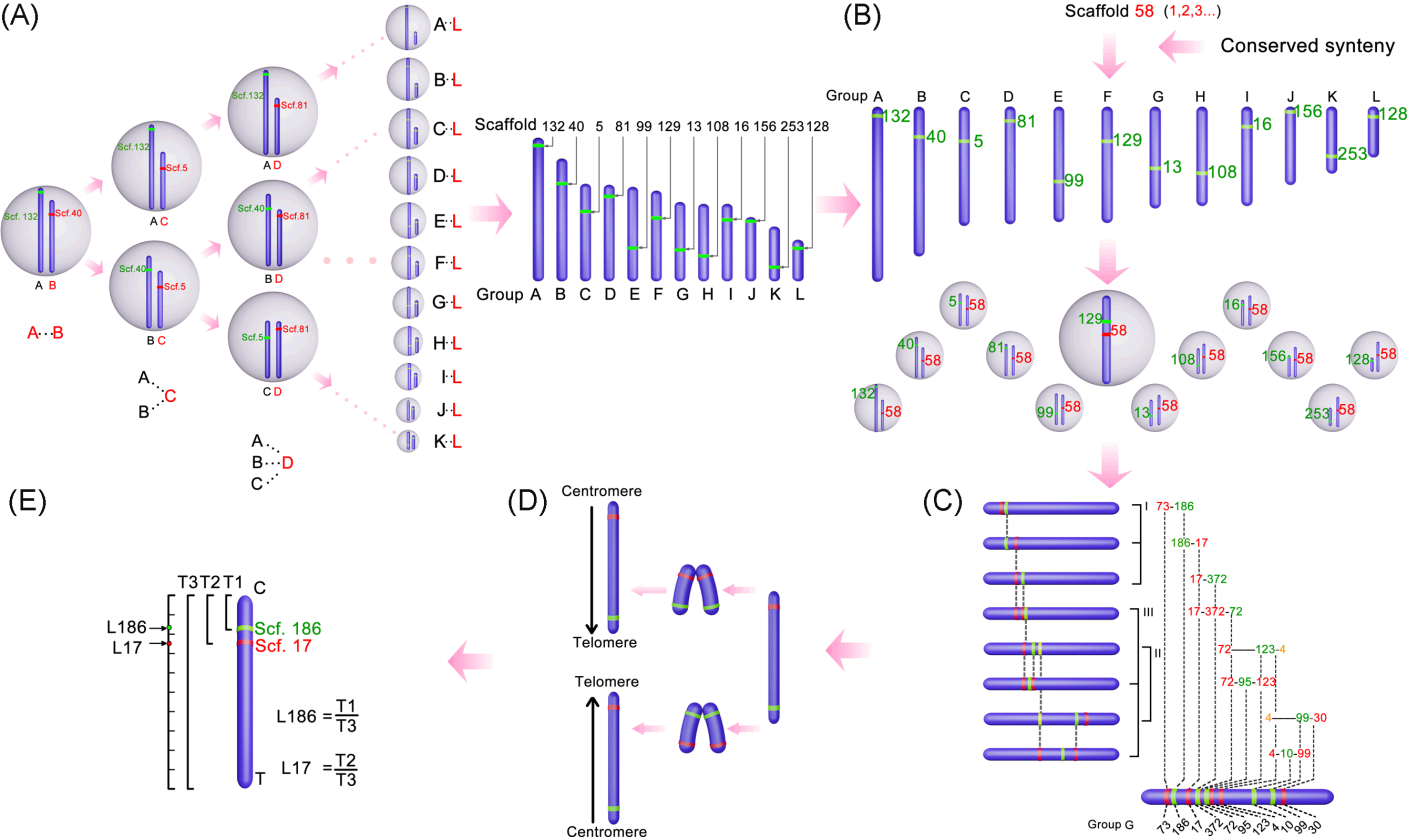
Overview of *de novo* chromosome assembly by FISH walking assisted by conserved synteny. (A) Identification of 12 linkage groups by probe combination mapping. FISH probes are hybridized on pachytene chromosomes. Red and green dots indicate scaffold locations. (B) Synteny-assisted scaffold mapping. Each candidate BAC (scaffold) is cohybridized with 12 landmarks by dual-color FISH, respectively. Synteny-supported/nonsupported scaffolds are determined by FISH. (C) Determination of scaffold order on chromosome by FISH walking. (I) The order of two scaffolds is identified by dual-color FISH if both of them are on one side of the chromosome. (II) If the scaffolds are in the center of the chromosome, three-color FISH is applied to determine their order. (III) The order of some scaffolds (labeled with one color) could be identified by three signals dual-color FISH, when their two neighboring scaffolds (labeled with another color) have been determined. (D) Identification of orientation of linkage groups on metaphase chromosomes. Telomeres and centromeres can be observed on the metaphase chromosomes. (E) Localization of scaffolds is determined by calculating the corresponding distances to the centromere.

We first prepared probes of BACs from sequenced clones and PCR (polymerase chain reaction) fragment pools representing scaffolds for chromosome FISH and performed synteny analysis of these scaffolds by comparing with the fish species medaka, sticklebacks, *Tetraodon*, and *Monopterus*. Second, from the synteny information of the homologous sequences of these scaffolds in the three fish species, probe combination mapping was used to determine 12 linkage groups corresponding to 12 chromosomes, each with a molecular landmark (Fig. 1A). Briefly, group A and B were first discriminated by two unlinked scaffolds labeled with two different colors. If another scaffold was unlinked to the previous two scaffolds, the third scaffold was identified as a marker of group C. Third, based on the predicted syntenic relationship between the related fish species, probes for the candidate scaffolds were cohybridized with the landmarks of the chromosomes, which have been identified. Scaffolds with no predicted location and that were inconsistent with the predicted location were further determined by cohybridization with 12 landmarks using dual-color FISH, respectively (Fig. 1B). For example, scaffold 58 would be grouped into the F group, as it is linked with scaffold 129, which was the landmark of the F group. Fourth, the loose and long pachytene chromosomes were adopted to determine the location and order relationship of the scaffolds through dual- and three-color FISH. An original marker was used as a walking start (e.g., scaffold 73), and the location of the second scaffold (e.g., scaffold 186) relative to the original marker was identified by dual-color FISH. The location of a new scaffold was determined by the known scaffold locations using dual- or three-color FISH (e.g., scaffolds 72, 123, and 4) (Fig. 1C). Finally, because all 12 chromosomes are telocentric, the telomeres of the metaphase chromosome were used as landmarks to determine the directions of the mapped scaffolds on the chromosomes (Fig. 1D). The relative position of all scaffolds on chromosomes was determined by the measurement of the signals to the centromere (Fig. 1E). The distance values were measured by Image-Pro Plus 6.0, and each value was obtained from an average of more than five cells.

Using the Cafs assembly strategy, we conducted large-scale mapping of the scaffolds on each chromosome. Metaphase chromosomes were prepared according to routine protocols from the *Monopterus* kidney tissue [5]. Meiotic pachytene bivalents were prepared from *Monopterus* testis using a previously described method [36]. The FISH was conducted as previously described [37]. The BAC end sequences were aligned to the genome database by Blat (version blat_34) [38]. BACs with two ends aligned to one scaffold and those ends with sequences with homology to scaffolds greater than 90% were used as probes for FISH. Of the ∼747 sequenced clones, 148 BACs could be used as probes for FISH (Additional file: Table S7). The BACs were confirmed by PCR sequencing from the internal regions of the BACs. A total of 148 BACs and 38 pools of PCR fragments (Additional file: Table S8) (8–15 sequences covering a total length of 20–30 kb on a scaffold) representing 186 scaffolds were prepared as probes for chromosome FISH.

Before the hybridization experiment, we performed a genome-wide synteny analysis to compare these fish species. We constructed a reference map using the syntenic relationship among the genomes of medaka, stickleback, and *Tetraodon* to help map the scaffolds on the *Monopterus* chromosomes. The syntenic blocks between *Monopterus* and other fish were aligned by Lastz (Blastz) [39] with parameters of T = 2 and Y = 3400. Furthermore, we used Blat to search for homologous sequences among medaka, sticklebacks, *Tetraodon*, and *Monopterus* in order to fill the gap sequences of blocks in the reference map. If two homologous sequences were linked in all three species, we defined the corresponding scaffolds in *Monopterus* as predicted linked scaffolds.

Under the guidance of the synteny of the homologous sequence of these 186 scaffolds in the other three fish species, 78 probe combinations of cohybridization were performed to identify 12 linkage groups, each with a molecular landmark (Fig. 2A). We then conducted the walking in a range of 11–22 steps per chromosome (Fig. 2B; Additional file: Fig. S7). A total of 186 scaffolds were assembled into 12 pachytene chromosomes through step-by-step combination hybridization of the probes using the above-mentioned 148 BACs and 38 PCR fragment pools (Fig. 3A). We then determined the orientation of each chromosome by dual-color FISH on metaphase chromosomes using the telomere as a morphological landmark (Additional file: Fig. S8). Of these mapped scaffolds, 92% (99/108) were consistent with the shared synteny between the related fish species (medaka, sticklebacks, and *Tetraodon*). From the synteny analysis, an additional 142 scaffolds were predicted and further assembled into 12 chromosomes, respectively. Based on the results of the FISH experiments and collinearity analyses, we can expect approximately 8% placement errors among these 142 scaffolds. Accurate mapping of the 142 scaffolds remains to be confirmed by third-generation sequencing. The current assembly, particularly the locations of the 186 scaffolds, have great implications for comparative genomics and evolution studies. As the genome of *Monopterus* has the least number of chromosomes in the teleosts, the determination of 12 linkage groups of the *Monopterus* genome is crucial for the studies of large-scale chromosome recombination events (e.g., chromosome fusion or fission) in the teleost evolution.

**Figure 2:**
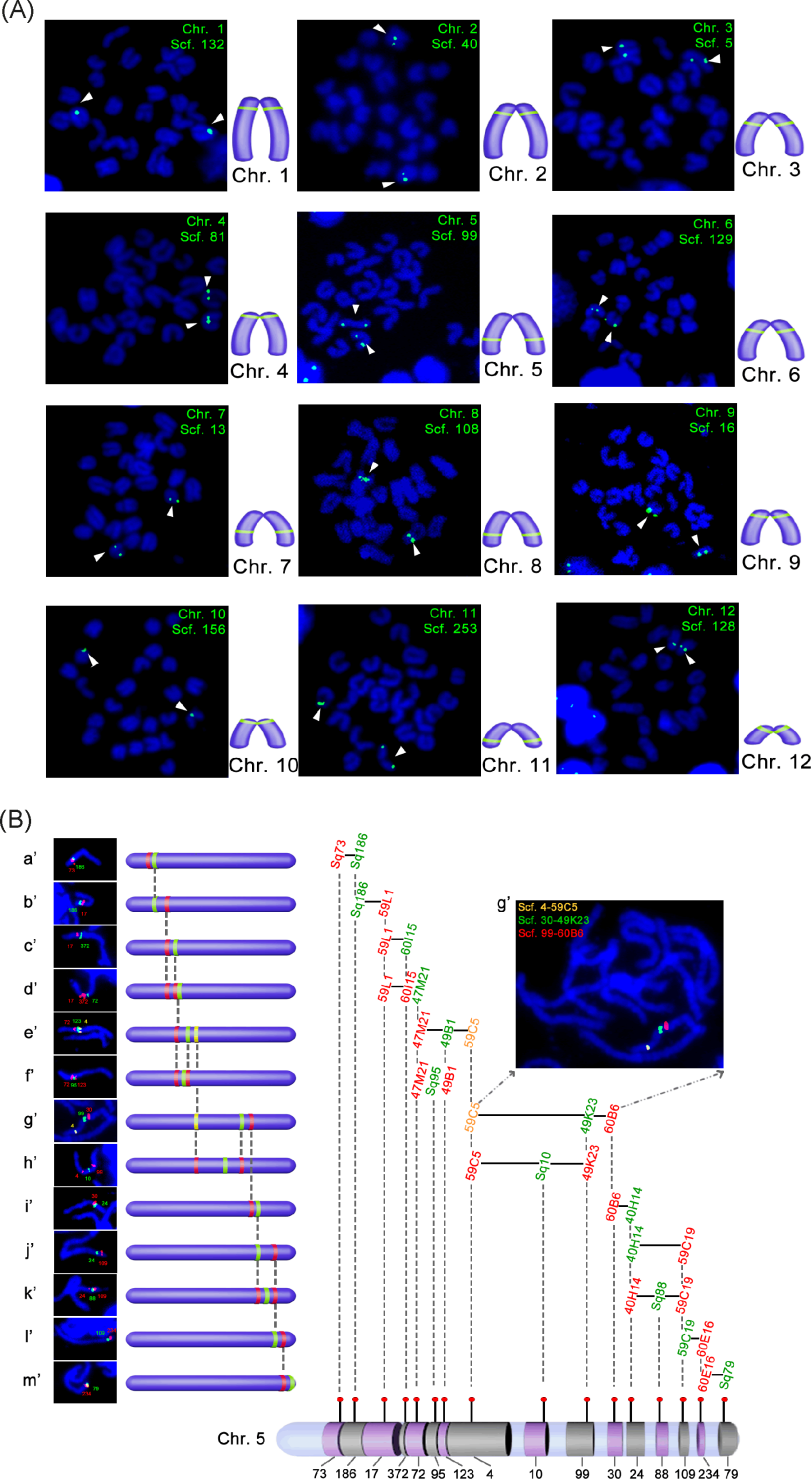
Chromosome assembly by Cafs. (A) FISH images show 12 molecular landmarks corresponding to 12 chromosomes. Green signals indicate the landmarks labeled by digoxigenin and detected with FITC (Fluorescein Isothiocyanate). Each chromosome is determined by a landmark. Chromosomes are stained with 49–6-diamidino-2-phenylindole (blue). (B) Localization of each scaffold on chromosome 5 by FISH walking strategy. FISH images and corresponding scaffold order from (a’) to (m’) are shown in the left panels. A three-color FISH image (g’) in the upper right indicates the relative order of scaffolds 4 (yellow, FITC+Cy3), 30 (green, FITC), and 99 (red, Cy3) on chromosome 5. Probes (red dots) and their locations on scaffolds are used to assemble chromosome 5.

**Figure 3:**
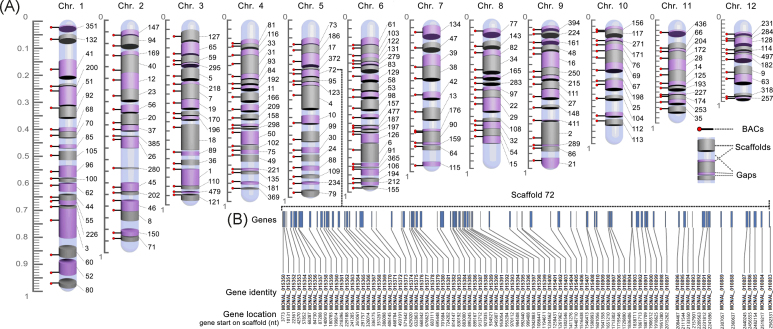
Chromosome-scale assembly of the *Monopterus* genome. (A) Each chromosome is assembled with scaffolds and their order from telomere (down end) to centromere (up end). The gray and purple cylinders represent the anchored scaffolds. The segments in light blue between two neighboring scaffolds indicate gaps. Sticks with a red head anchored on each scaffold indicate the positions of the BACs used as probes. Scale bar, 0–1. (B) Scaffold 72 with 87 genes (blue bars) and their location on chromosome 5 is highlighted.

We then integrated 328 scaffolds into the reference genome. These mapped scaffolds consisted of 455 Mb determined by FISH and 100 Mb determined by syntenic analysis, which covers genomic sequences of a total length of 555 Mb, accounting for 81.3% of the sequences assembled in scaffolds (689.5 Mb). 

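The 186 scaffolds placed on chromosomes by FISH, 455.2 Mb in all, held 34483 of the loci in the gonad transcript models (54.4%). Their share was larger for the longer ORFs, with 11828 loci of at least 300 bp (64.4%) and 10027 loci with at least 2 coding exons (64.5%). Of the loci with a single coding segment, 51.2% lay on them. These shares were not set against the share of the assembled length on these scaffolds, so they do not show an enrichment of longer ORFs. Chromosome 1 had the most loci with an ORF of at least 300 bp, 1548 on 20 scaffolds, and chromosome 12 the fewest, 376 on 10 scaffolds. The chromosome of each scaffold was read from Fig. 3A. Lengths came from Table S7 for 147 scaffolds and from the last annotated base for the other 39. The scaffolds placed by synteny were not used here.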

Based on the assembly, a total of 18, 660 protein-coding genes were annotated with location information on the chromosomes (Table 2). For example, there are 87 protein-coding genes on scaffold 72, which was located on chromosome 5 (Fig. 3B). These data indicate that a *de novo* chromosome-level assembly of the *Monopterus* genome was produced using the Cafs strategy.

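Scaffold 72 is 2567831 bp long and carried 163 loci with 204 transcripts in the gonad transcript models. An ORF of at least 300 bp was present at 61 of these loci, 33 on the plus strand and 28 on the minus strand, and at least 2 coding exons at 56. The first locus began at 3493 and the last ended at 2567817. Of the 61 longer ORFs, 39 began before the midpoint of the scaffold and 22 after it, and the widest stretch without one was 208942 bp, from 432941 to 641882. The longest locus reached from 2381084 to 2451268 on the plus strand, with 27 coding exons and an ORF of 3924 bp. The density of the longer ORFs was 23.8 per Mb (exact Poisson 95% interval 18.2 to 30.5, for counting error only).

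**Figure D2:**
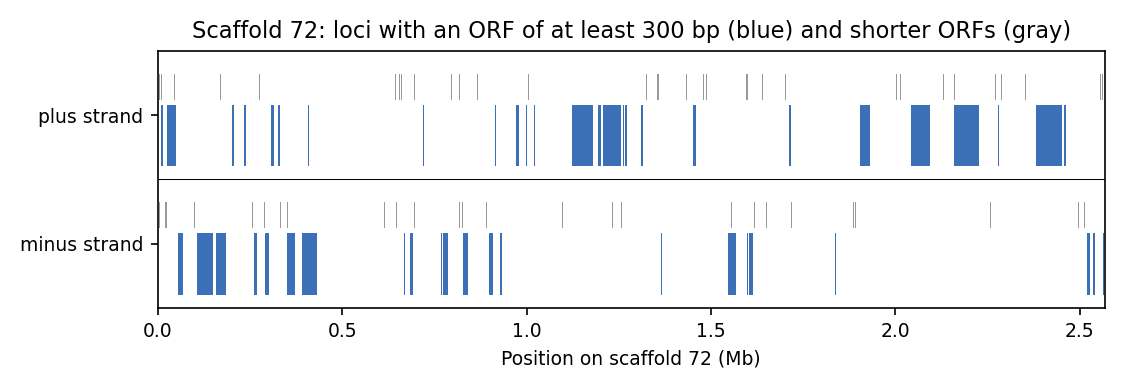
Loci along scaffold 72 (position in Mb), above for the plus strand and below for the minus strand. Blue boxes are the 61 loci with an ORF of at least 300 bp, drawn from first to last coding base, and thin gray marks are loci with shorter ORFs.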

**Table 2:** Assembly statistics for each chromosome

Chromosome	Chromosome size (kb)	Scaffold No.	Gene No.	Gene density (n/10Mb)
1	75 ,908.7	33	2,264	298
2	65,103.9	32	2,133	328
3	51,637.3	21	1,872	363
4	51,162.1	30	1,791	350
5	50,080.0	27	1,517	303
6	48,093.1	27	1,659	345
7	42,410.1	29	1,500	354
8	41,999.7	30	1,456	347
9	41,928.7	23	1,241	296
10	34,690.8	30	1,262	364
11	29,285.5	23	1,086	371
12	22,774.4	23	879	386
Total	555,074.3	328	18, 660	336

### Chromosome-wide gene clustering

To further investigate gene clustering along the chromosomes, we calculated the gene density per chromosome. 

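On the FISH-mapped scaffolds, the gonad transcript models had 75.8 loci per Mb (exact Poisson 95% interval 75.0 to 76.6) and 26.0 loci with an ORF of at least 300 bp per Mb (25.5 to 26.5). Counting the longer ORFs, chromosome 11 was the densest at 29.9 per Mb, followed by chromosome 3 at 29.1, and chromosome 9 was the sparsest at 22.1, followed by chromosome 5 at 22.8. Chromosome 12 had 25.9 per Mb (23.4 to 28.7). The 17 scaffolds assigned to chromosome 3 measured 52.5 Mb, more than Table 2 gives for the whole chromosome. The assignments or lengths used here thus differ from those behind Table 2, and each chromosome value rests on them. Density differed between chromosomes for the longer ORFs (p = 0.0285, permutation test on scaffolds reassigned among chromosomes 10000 times). Over all loci, where chromosome 7 was the densest (81.8 per Mb) and chromosome 10 the sparsest (70.9), the same permutation test gave p = 0.641. Among scaffolds of at least 1 Mb, scaffold 394 of chromosome 9 (125 per Mb), scaffold 84 of chromosome 4 (121) and scaffold 157 of chromosome 6 (118) had the most loci per Mb. The order differed for the longer ORFs, where scaffold 192 of chromosome 4 came first at 51.2 per Mb, scaffold 84 stayed second (48.5) and scaffolds 394 and 157 ranked 91 and 125 of 145. Counting all loci, the fewest per Mb were on scaffold 97 of chromosome 8 (53.5), scaffold 113 of chromosome 10 (47.9) and scaffold 86 of chromosome 9 (47.1). The Poisson intervals cover counting error only.

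**Figure D3:**
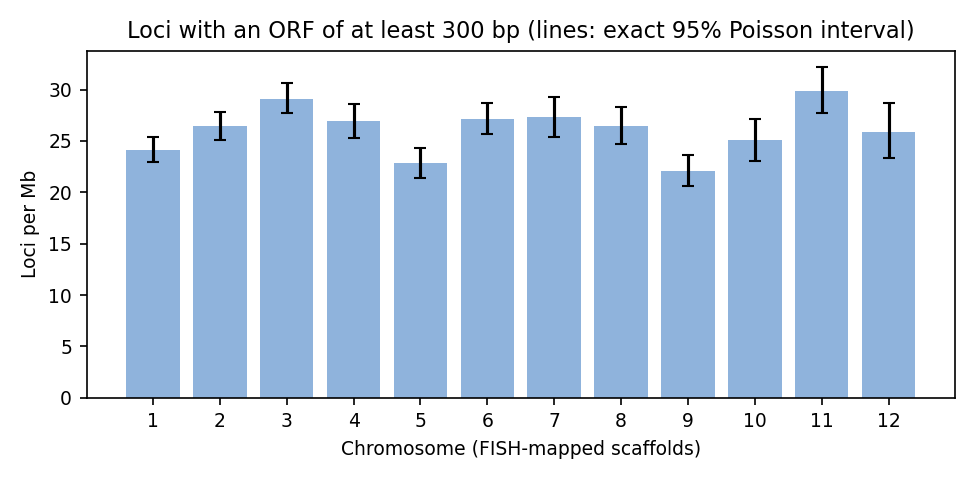
Loci with an ORF of at least 300 bp per Mb of FISH-mapped scaffold, by chromosome, with exact 95% Poisson intervals. Chromosomes 3 and 11 are the tallest bars and chromosomes 5 and 9 the shortest.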

The average gene density in the genome was 33.6 genes per Mb, with the maximum gene density on chromosome 12, which is the shortest chromosome; the minimum gene density was on chromosome 9 (Table 2). Further sliding window analysis showed that there was also biased distribution of the gene density within the chromosome (Fig. 4A). 

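In 1-Mb windows moved in 100-kb steps within scaffolds, the densest window of the gonad transcript models held 139 loci, from 200001 to 1200000 on scaffold 223, which has no chromosome in Fig. 3A. Only 27 of them had an ORF of at least 300 bp. The window with the most ORFs of at least 300 bp lay from 100001 to 1100000 on scaffold 7 of chromosome 3. It held 64 such loci, 58 of them with at least 2 coding exons, 34 on the plus strand and 30 on the minus strand. Its longest ORF, of 5460 bp in 40 coding exons, lay from 579878 to 592875. When locus starts were redrawn at random within each scaffold 10000 times, the largest window held 141 loci on average over all loci (one-sided permutation p = 0.737) and 54.5 for the longer ORFs (p = 0.0007). These draws keep the number of loci on each scaffold, so a dense scaffold gives a large window in every draw. With starts redrawn over all scaffolds, the mean for all loci was 108 (one-sided permutation p = 1e-04, the smallest possible). The median window held 72 loci and 24 of the longer ORFs.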

Using a 1-Mb window size and 100-kb step size, the maximum gene density in the genome was detected from nt 22, 200, 001 to nt 23, 200, 000 on chromosome 10, which contains 71 genes, in comparison with an average of 33.6 genes per Mb in the genome (Fig. 4B).

**Figure 4:**
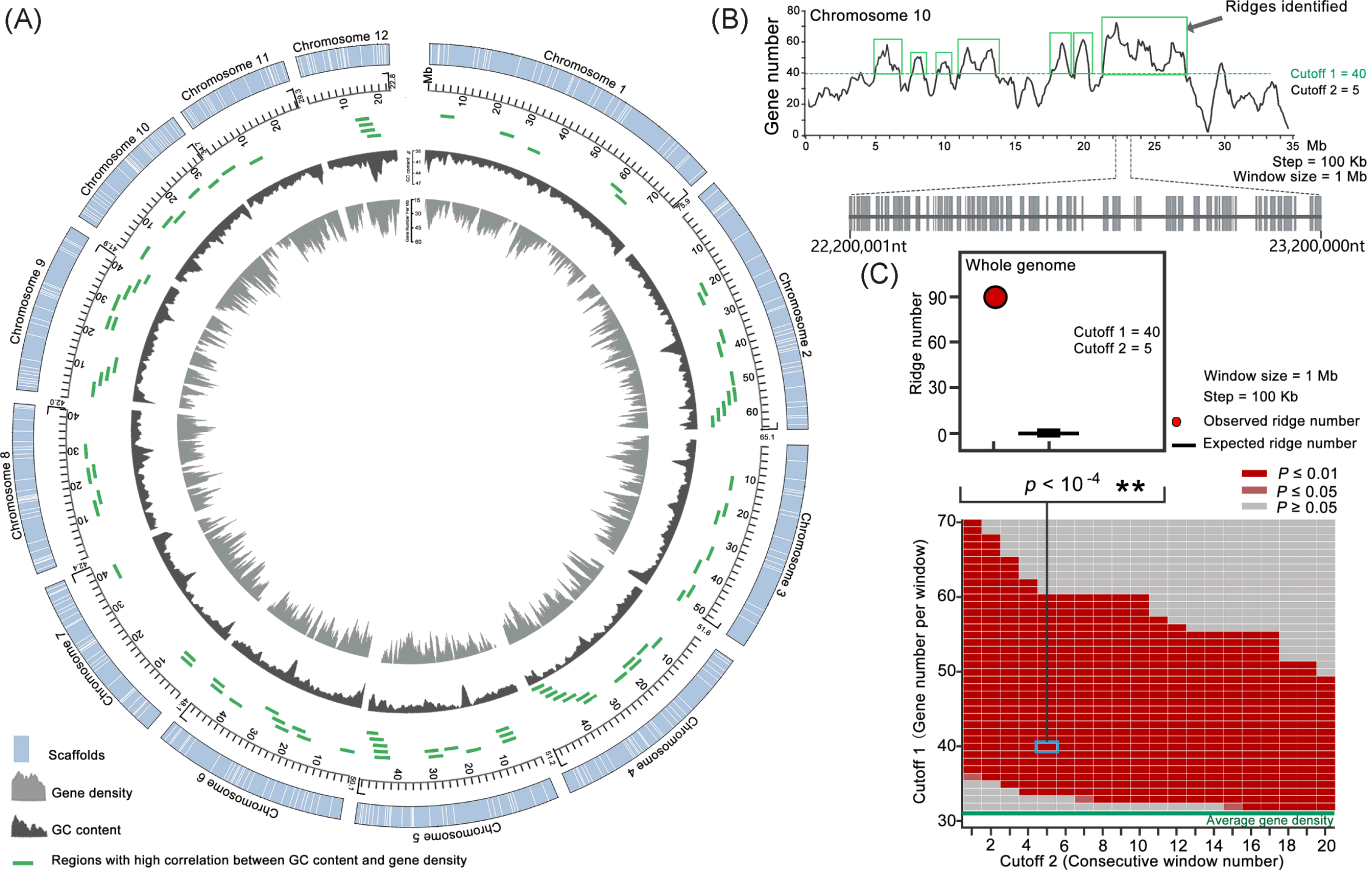
Chromosome-wide gene clustering. (A) Circos shows the assembled chromosomes, GC content, and gene density. The inner scale is 2 Mb. The strips in the outer circle indicate the scaffolds packaged into chromosomes, with each gap (see Fig. 3) replaced with 1 kb of Ns. The inner dark gray ridges show the moving GC percentage, and the inner gray ridges show the moving number of the genes at a window size of 1 Mb. The green sticks indicate the location of the regions with high correlation between GC content with gene density (R > 0.95, *P*-value < 0.01). (B) Distribution of gene clusters (ridges) on chromosome 10. Curves indicate the moving numbers of genes at a window size of 1 Mb (step = 100 kb). The windows with a maximum gene density from nt 22, 200, 001 to 23, 200, 000 on chromosome 10, which contains 71 genes, are shown in the lower panel. Green boxes highlight ridges in which there are at least five consecutive moving windows with a lower limit of 40 genes per window. (C) Statistical tests of numbers of gene density ridges in the genome corresponding to background noise (null model). The heat map in the lower panel shows *P*-values in the significance test of observed ridge numbers against the null model ( 10,000 independent permutations of gene positions). The *x*-axis indicates the cutoff values of numbers of consecutive moving windows, which reflects the extent of the clustering. The *y*-axis indicates the cutoff values of gene numbers within a certain window size (step 100 kb), which reflects the degree of intensity of the clusters. Green lines represent the average gene number in a certain window size. The upper panel highlights a significance test at the condition of two cutoff values, gene density (40/Mb) and consecutive window numbers (5). Red dots represent the number of observed ridges in the genome. Box plots (black) represent distribution of the ridge numbers in  10,000 independent permutations of gene positions in a random fashion.

We then tested the statistical significance of pairing correlations between gene density and GC content. As these parameters are not normally distributed, we used the nonparametric Spearman correlation test on the ranks of the paired quantities. Correlation analyses were performed with R software [40]. The R package ggplot2 was used to draw scatter plots and box plots. The distribution pattern of the gene density was consistent with the corresponding GC content along the chromosomes (Fig. 4A; Additional file: Fig. S9A). In order to see whether particular regions contribute to the positive correlation, we used the sliding window analysis to divide the genome into 4-Mb small regions and calculated the correlation coefficient between GC content and gene density in each 4 Mb-region. Using a 3-Mb window size and 100-kb step size, we divided the genomes into 5,196 regions each with a size of 4 Mb. The analysis showed that there is a large proportion (68.21%) of 4-Mb regions with correlations lower than 0.7 (Additional file: Fig. S9B). Some regions with very high correlation coefficients (R >0.95, *P*-value <0.01) are detected in the genome, e.g., four regions on chromosome 12 (Fig. 4A). In this analysis, Circos (version 0.69) [41] was used to plot the assembled chromosomes, GC content, and gene density.

To investigate whether the distribution of the genes along the chromosomes is nonrandom, we computed the probability of the events (ridge numbers under a random permutation of the gene positions greater than or equal to actual numbers of ridges) following a method previously described [42]. A ridge was used to describe a chromosome region with high gene density, which is thus defined as at least W consecutive windows, each containing a gene number higher than H. Thus, the ridge is determined by two parameters: cutoff 1 (C_H_), gene number per window, and cutoff 2 (C_W_), number of consecutive windows. The actual ridge numbers (N) in the genome were calculated under C_H_ and C_W_ by sliding window analysis. We used the following calculation parameters to set up a null model: suppose we have a random permutation of X_1_, X_2_, …, X_i_ in the range of 1 to S; i, gene number on the chromosome; S, length of the chromosome; and X_1_, X_2_, …, X_i_, gene locations on the chromosome. With the same cutoff values under actual conditions (C_H_ and C_W_), we can obtain a ridge number (n) under the null model. We can compute the frequency (f) when n ≥ N by permutation  10,000 times. If f = 0, the *P*-value is <10^−4^, or the *P*-value is =  f/10,000. For all of the cutoff C_H_ and C_W_ combinations, we calculated the *P*-value under different window sizes of 0.2, 0.3, 0.5, 1, 2, and 3 Mb, respectively.

Using a combination of the two cutoffs, the number of ridges of each chromosome can be identified. For example, using cutoffs of 40 genes per Mb and 5 consecutive windows, 7 ridges on chromosome 10 were identified (Fig. 4B), and 90 ridges were identified in the genome (Fig. 4C). 

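Among loci of the gonad transcript models with an ORF of at least 300 bp, 13 ridges of at least 5 consecutive windows with at least 40 loci each were found on 12 scaffolds, all of them FISH-mapped, of 7 chromosomes. The ridge with the most windows, 11, reached from 1600001 to 3600000 on scaffold 6 of chromosome 6 and held 83 loci. Scaffold 7 of chromosome 3 had a ridge from 1 to 1900000 with 98 loci and another from 1100001 to 2500000 with 53. On scaffold 127 of chromosome 3, a ridge from 1900001 to 3800000 held 84. Summed over ridges, with the overlap on scaffold 7 counted for both, they cover 21.1 Mb and 889 loci. With all loci counted, 149 ridges were found on 141 scaffolds, but 98.5% of the 3136 windows then held at least 40 loci, against 6.12% for the longer ORFs. In scaffolds joined in the order of Fig. 3A, an alternative chosen after seeing the data for this ORF length, the longer ORFs gave 31 ridges, with 6 on chromosome 2, 5 on chromosome 3 and 0 on chromosome 10. The orientation of the scaffolds was not known, so all were laid forward, and in 1000 draws with each scaffold turned or not at random, the median was 29 ridges and the central 95% lay between 25 and 33. On chromosome 10, 76.2% of these draws had 0 ridges and the others 1.

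**Figure D4:**
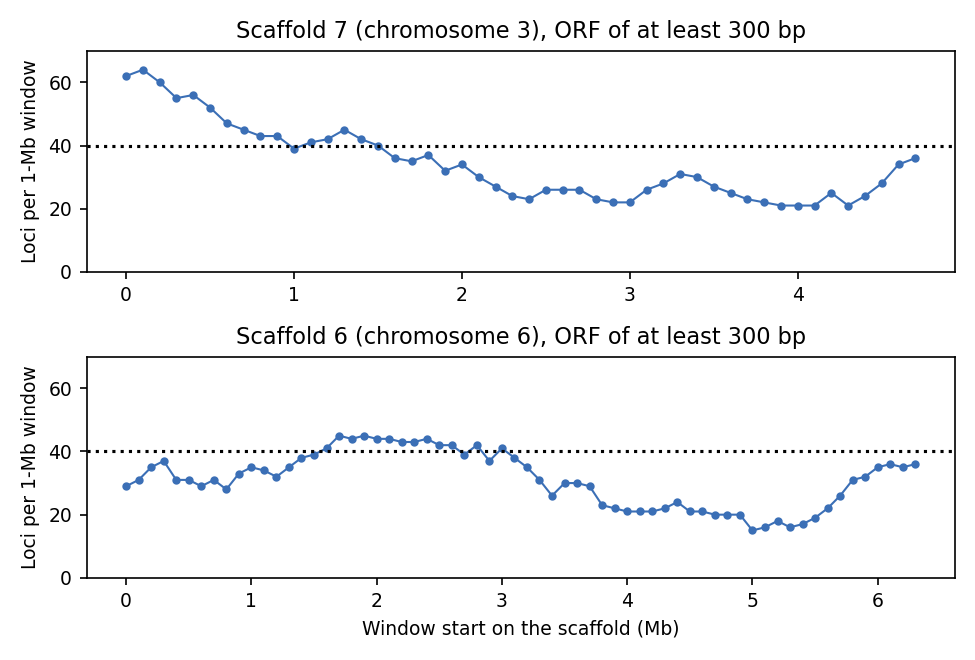
Number of loci with an ORF of at least 300 bp in each 1-Mb window, against the start of the window in Mb, on scaffolds 7 and 6. The dotted line marks 40 loci, and scaffold 7 peaks at 64.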

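Ridge numbers in the gonad transcript models were compared with 10000 random placements of the locus starts, redrawn uniformly within each scaffold of at least 1 Mb (one-sided permutation test). The 13 ridges of ORFs of at least 300 bp exceeded the mean of 8.48 in random placements, of which the central 95% lay between 5 and 12 (permutation p = 0.0216). For all loci, 149 ridges were set against a mean of 143 and a central 95% of 142 to 144, and p was 1e-04, the smallest that 10000 permutations can give. Since nearly every window passes the cutoff in that set, its number of ridges rises where a sparse window divides a run. With only loci of at least 2 coding exons, chosen after seeing the data, there were 6 ridges (permutation p = 0.059). When the gaps between neighboring ORFs of at least 300 bp were shuffled within scaffolds, also chosen after seeing the data, the central 95% was 7 to 15 (permutation p = 0.209). On scaffolds joined into chromosomes, as in the null model of the paper, the 31 ridges of these ORFs (all scaffolds laid forward) exceeded a mean of 2.59 (permutation p = 1e-04, the smallest possible), and at 0.5 Mb with gaps shuffled 42 ridges exceeded a central 95% of 20 to 35 (permutation p = 0.0005), both chosen after seeing the data. From the low probability of its ridge number under random gene positions, the paper concludes that genes are clustered along the chromosomes.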

The probability of the observed ridges occurring in random permutations of gene positions was very low (*P*-value <10^−4^) (Fig. 4C), confirming nonrandom and clustering distribution of genes along the chromosomes. Probabilities (ridges numbers under a random permutation greater than or equal to ridges numbers in the *Monopterus* genome) for a series of cutoff sets and different window sizes were also calculated. 

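Other window sizes were tested on the gonad transcript models with the cutoff scaled to 40 loci per Mb. For all loci, ridges were more numerous than in random placements at 0.2 Mb (375 against a mean of 338), 0.3 Mb (339 against 290.1) and 0.5 Mb (263 against 229.7), each with p = 1e-04 by permutation, the smallest possible. The cutoff lies far below the mean density there (80.1, 79.5 and 78.6 loci per Mb). A sparse window that divides a run thus raises these numbers too, so more ridges need not mean more dense regions. At 2 Mb (73) and 3 Mb (41) nearly every random placement gave the same number, because almost all windows pass the cutoff, so no difference could be detected. For ORFs of at least 300 bp, a set of runs chosen after seeing the data, the numbers were 34 at 0.2 Mb (permutation p = 0.0003), 37 at 0.3 Mb and 42 at 0.5 Mb (p = 1e-04 for both, the smallest possible). At 2 Mb there were 3 ridges of these ORFs (permutation p = 0.0164) and at 3 Mb there was 1 (p = 0.216).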

The results showed that there were significant differences in ridge numbers between the *Monopterus* genome and random permutations of gene positions (Fig. 4C; Additional file: Fig. S10). The ridge numbers of high gene density directly reflect the clustering of genes along the chromosomes. These analyses suggest that the ridge pattern on the chromosomes probably represents a higher-order structure in the genome.

### Re-use potential

In summary, here we report the first genome to be sequenced and assembled in the order Synbranchiformes in freshwater fish. Because *Monopterus* is not only an economically important freshwater fish in aquacultural production but also an increasingly known model species for biological studies, the assembled genome will provide valuable information for genetic improvement of economical traits by hunting key genes/QTLs in the species; for understanding molecular mechanisms underlying sex reversal; for genome evolution studies by comparative genomics among *Monopterus*, other fish, and the species in land; and for speciation and ecological conservation researchers by dissecting aerial respiration ability of the species, which is a crucial feature in the origin of the tetrapods from the sea up to the land. We also expect that the genome data will be used by other researchers for functional genomics, e.g., gene knockout using genes provided here through the clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR-associated protein 9 approach, and also making transgenic fish using the genes and assembly represented in this study. In addition, the assembled genome provides a reference for further complete and accurate assembly/annotation as gaps/assembly errors exist in the version of assembly using second-generation sequencing technology.

## Availability of supporting data

The genome data from this study have been deposited at DDBJ/EMBL/GenBank (accession number AONE00000000), and the raw transcriptome data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (accession number GSE43649). Datasets further supporting the manuscript, including BUSCO results, annotations, and perl scripts, are available in the *GigaScience* database, GigaDB [43].

## Additional files

**Supplemental Figure S1:** Sequencing depth distribution of the *Monopterus* genome.

**Supplemental Figure S2:** Genome size estimation using 17-mer.

**Supplemental Figure S3:** The GC distribution of the *Monopterus* genome.

**Supplemental Figure S4:** Divergence distribution of the classified transposable elements.

**Supplemental Figure S5:** Comparisons of predicted coding genes of *Monopterus* with other teleost fish.

**Supplemental Figure S6:** The Gene Ontology of the *Monopterus* genes.

**Supplemental Figure S7:** Localization of each scaffold on chromosomes by FISH-walking strategy.

**Supplemental Figure S8:** Orientation of each linkage group on metaphase chromosomes.

**Supplemental Figure S9:** Correlation coefficient of GC content with gene density.

**Supplemental Figure S10:** Statistical tests of numbers of gene density ridges in the genome corresponding to background noise (null model) in different window sizes (0.2, 0.3, 0.5, 1, 2, 3 Mb).

**Supplemental Table S1:** Statistics of sequencing.

**Supplemental Table S2:** Statistics of genome from 17-mer.

**Supplemental Table S3:** Statistics of mapping.

**Supplemental Table S4:** Statistics of predicted coding genes.

**Supplemental Table S5:** Comparisons of predicted coding genes of *Monopterus* with other teleost fish.

**Supplemental Table S6:** Annotated classification of the *Monopterus* genes.

**Supplemental Table S7:** Alignments of BAC ends to reference genome.

**Supplemental Table S8:** Information of FISH probes synthesized by PCR.

## Abbreviations

BAC: bacterial artificial chromosome; bp: base pair; BUSCO: Benchmarking Universal Single-Copy Orthologs; Cafs: chromosome assembly by FISH walking assisted by conserved synteny; CRISPR: clustered regularly interspaced short palindromic repeats; FISH: fluorescent *in situ* hybridization; GC: guanine-cytosine; GO: gene ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes; LINEs: long interspersed nuclear elements; PCR: polymerase chain reaction.

## Ethics statement

*Monopterus* were obtained from Hubei, China. All animal experiments and methods were performed in accordance with the relevant approved guidelines and regulations, as well as under the approval of the Ethics Committee of Wuhan University.

## Supplementary Material

GIGA-D-17-00210_Original_Submission.pdf

GIGA-D-17-00210_Revision_1.pdf

GIGA-D-17-00210_Revision_2.pdf

GIGA-D-17-00210_Revision_3.pdf

Response_to_Reviewer_Comments_Original_Submission.pdf

Response_to_Reviewer_Comments_Revision_1.pdf

Response_to_Reviewer_Comments_Revision_2.pdf

Reviewer_1_Report_(Original_Submission) -- Matthias Platzer 10/1/2017 Reviewed

Reviewer_2_(Original_Submission)_Attachment-swamp_eel_plots.pdf

Reviewer_2_Report_(Original_Submission) -- Christiaan Henkel 11/20/2017 Reviewed

Reviewer_2_Report_(Revision_1) -- Christiaan Henkel 2/5/2018 Reviewed

Reviewer_2_Report_(Revision_2) -- Christiaan Henkel 3/21/2018 Reviewed

Additional Files

# Supplementary material for: Chromosome-scale assembly of the Monopterus genome
**Source:** Gigascience. 2018 Apr 24;7(5):giy046. doi: 10.1093/gigascience/giy046
**Supplement:** GIGA-D-17-00210_Original_Submission.pdf

Chromosome-scale assembly of the *Monopterus* genome reveals a co-regulation landscape of interconvertible regions of sex during sex transition

--Manuscript Draft--

**Manuscript Number:**	GIGA-D-17-00210					
**Full Title:**	Chromosome-scale assembly of the <i>Monopterus</i> genome reveals a co-regulation landscape of interconvertible regions of sex during sex transition					
**Article Type:**	Research					
**Funding Information:**	<table border="1"> <tr> <td>National Natural Science Foundation of China (31571280)</td><td>Professor Rongjia Zhou</td></tr> <tr> <td>National Natural Science Foundation of China (31471182)</td><td>Prof. Hanhua Cheng</td></tr> </table>		National Natural Science Foundation of China (31571280)	Professor Rongjia Zhou	National Natural Science Foundation of China (31471182)	Prof. Hanhua Cheng
National Natural Science Foundation of China (31571280)	Professor Rongjia Zhou					
National Natural Science Foundation of China (31471182)	Prof. Hanhua Cheng					
**Abstract:**	**Background:** The teleost fish <i>Monopterus albus</i> is emerging as a new model for biological studies due to its natural sex transition and small genome, in addition to its enormous economic and medical value. However, the mechanisms of sex determination in the species remain unknown. **Results:** Here, we sequenced and de novo assembled whole genome of the <i>Monopterus</i>, and report the de novo chromosome assembly by FISH walking assisted by conserved synteny (Cafs) for <i>Monopterus</i>. Using Cafs, 328 scaffolds were assembled into 12 chromosomes, which cover genomic sequences of 555 Mb, accounting for 81.3% of the sequenced genome (~689 Mb). A total of 18,860 genes were mapped on the chromosomes and showed a non-random distribution along chromosomes. Genome-wide analysis together with transcriptomes of the three stages of gonadal development showed large-scale clustering of the co-regulated genes associated with gonad transition. Moreover, two types of genes with opposite expression modes were expressed in a coordinated, alternating, mutually interconvertible manner during gonad transition and tended to be chromosomally clustered separately. Remarkably, we discovered a co-regulation mechanism of the interconvertible regions of sex-associated expression (IRSEs) during sex transition. A distinct feature of the IRSEs is the exponential distribution of their sizes with an enrichment of ~0.5 Mb on chromosomes. **Conclusions:** A precise chromosome-level assembly was produced. Genome-wide analysis together with transcriptomes of gonadal differentiation showed a co-regulation mechanism of the interconvertible regions of sex-associated expression during sex transition. The IRSEs probably represent a new type of combinatorial regulation of gene expression in a higher chromatin structure, suggesting a novel mechanism for sex determination at both the transcriptional and chromatin organization levels.					
**Corresponding Author:**	Rongjia Zhou, Ph.D.<br>Wuhan University<br>Wuhan, Hubei CHINA					
**Corresponding Author Secondary Information:**						
**Corresponding Author's Institution:**	Wuhan University					
**Corresponding Author's Secondary Institution:**						
**First Author:**	Xueya Zhao					
**First Author Secondary Information:**						
**Order of Authors:**	<table border="1"> <tr><td>Xueya Zhao</td></tr> <tr><td>Majing Luo</td></tr> <tr><td>Zhigang Li</td></tr> </table>		Xueya Zhao	Majing Luo	Zhigang Li	
Xueya Zhao						
Majing Luo						
Zhigang Li						

	Pei Zhong
	Yibin Cheng
	Jiumeng Min
	Mingzhou Bai
	Yulan Yang
	Hanhua Cheng
	Rongjia Zhou, Ph.D.
**Order of Authors Secondary Information:**	
**Opposed Reviewers:**	
**Additional Information:**	
**Question**	**Response**
Are you submitting this manuscript to a special series or article collection?	No
**Experimental design and statistics**<br><br>Full details of the experimental design and statistical methods used should be given in the Methods section, as detailed in our Minimum Standards Reporting Checklist . Information essential to interpreting the data presented should be made available in the figure legends.<br><br>Have you included all the information requested in your manuscript?	Yes
**Resources**<br><br>A description of all resources used, including antibodies, cell lines, animals and software tools, with enough information to allow them to be uniquely identified, should be included in the Methods section. Authors are strongly encouraged to cite Research Resource Identifiers (RRIDs) for antibodies, model organisms and tools, where possible.<br><br>Have you included the information requested as detailed in our Minimum Standards Reporting Checklist ?	Yes
**Availability of data and materials**<br><br>All datasets and code on which the conclusions of the paper rely must be either included in your submission or deposited in publicly available repositories	Yes

(where available and ethically appropriate), referencing such data using a unique identifier in the references and in the “Availability of Data and Materials” section of your manuscript.

Have you have met the above requirement as detailed in our [Minimum Standards Reporting Checklist](#)?

**Chromosome-scale assembly of the *Monopterus* genome reveals a co-regulation
landscape of interconvertible regions of sex during sex transition**

Running title: Chromosome-level assembly and sex transition

Xueya Zhao¹, Majing Luo¹, Zhigang Li¹, Pei Zhong¹, Yibin Cheng¹, Jiumeng Min², Mingzhou
Bai², Yulan Yang², Hanhua Cheng^{1*}, Rongjia Zhou^{1*}

¹Hubei Key Laboratory of Cell Homeostasis, Laboratory of Molecular and Developmental
Genetics, College of Life Sciences, Wuhan University, Wuhan 430072, P. R. China

31 **Abstract**

32

33 **Background:** The teleost fish *Monopterus albus* is emerging as a new model for biological
34 studies due to its natural sex transition and small genome, in addition to its enormous
35 economic and medical value. However, the mechanisms of sex determination in the species
36 remain unknown.

37 **Results:** Here, we sequenced and de novo assembled whole genome of the *Monopterus*, and
38 report the *de novo* chromosome assembly by FISH walking assisted by conserved synteny
39 (Cafs) for *Monopterus*. Using Cafs, 328 scaffolds were assembled into 12 chromosomes,
40 which cover genomic sequences of 555 Mb, accounting for 81.3% of the sequenced genome
41 (~689 Mb). A total of 18,860 genes were mapped on the chromosomes and showed a
42 non-random distribution along chromosomes. Genome-wide analysis together with
43 transcriptomes of the three stages of gonadal development showed large-scale clustering of
44 the co-regulated genes associated with gonad transition. Moreover, two types of genes with
45 opposite expression modes were expressed in a coordinated, alternating, mutually
46 interconvertible manner during gonad transition and tended to be chromosomally clustered
47 separately. Remarkably, we discovered a co-regulation mechanism of the interconvertible
48 regions of sex-associated expression (IRSEs) during sex transition. A distinct feature of the
49 IRSEs is the exponential distribution of their sizes with an enrichment of ~0.5 Mb on
50 chromosomes.

51 **Conclusions:** A precise chromosome-level assembly was produced. Genome-wide analysis
52 together with transcriptomes of gonadal differentiation showed a co-regulation mechanism of
53 the interconvertible regions of sex-associated expression during sex transition. The IRSEs
54 probably represent a new type of combinatorial regulation of gene expression in a higher
55 chromatin structure, suggesting a novel mechanism for sex determination at both the
56 transcriptional and chromatin organization levels.

57

58 **Key words:** genome assembly, chromosomes, co-regulation, sex determination, fish

59

60

Background

The freshwater fish *Monopterus albus* taxonomically belongs to the teleost family Synbranchidae of the order Synbranchiformes. This fish is distributed mainly in southern and eastern Asia, in northern Australia and in the southeastern United States [1]. *Monopterus* is an economically important species for fish production because of its high nutritional value (e.g., high polyunsaturated fatty acid omega-6 levels) and high medical value. The most influential Chinese pharmacy monograph, the Bencao Gangmu, a compendium of materia medica written by the pharmacist Shi-Zhen Li during the Ming Dynasty (AD 1368~AD 1644), recommended *Monopterus* as a natural drug with medicinal virtues to cure several types of diseases, such as facial paralysis, internal haemorrhoid haemorrhage, and other pathogenic conditions described as being influenced by wind and dampness in Traditional Chinese Medicine.

As an emerging model species in development, genetics and evolution [2], *Monopterus* has the attractive feature of undergoing a sex transition from female to intersex to male during its life [3]. This discovery may have considerable theoretical significance in sex determination [4]. *Monopterus* has a small genome size (~800 Mb) and a minimum chromosome number ($n = 12$) among teleosts, whose chromosome numbers range from 12 to 223 [5]. In addition, all chromosomes of *Monopterus* are telocentric. Given that a third whole-genome duplication occurred in the whole teleost lineage compared to the two genome duplications that occurred in other land vertebrates [6-8], the speciation and sexual differentiation of *Monopterus* may provide new insights into vertebrate evolution. However, the mechanisms of sex determination in the species remain unknown.

Whole-genome sequencing will provide detailed genetic data for studies of genetics, development and evolution and for the genetic manipulation of *Monopterus*. However, no genetic map is currently available for this species. The whole-genome shotgun approach, with high throughput and low cost, is based on a next-generation sequencing (NGS) platform that makes the whole-genome *de novo* assembly of a species possible without the need for a physical map. However, the sequence data produced by NGS are highly fragmented due to the

short lengths of the reads. A number of methods for increasing the contiguity and accuracy of *de novo* assemblies have recently been developed. The read length generated from sequencing can be improved by a third-generation sequencing platform, such as single-molecule real-time (SMRT) sequencing, with raw reads of a mean length of 15 kb [9], and nanopore single-molecular sequencing, with raw reads of approximately 5-50 kb [10, 11]. However, major drawbacks of these techniques include relatively high error rates and high costs of sequencing. Some strategies for the assembly of a long scaffold have also been developed, for example, BAC/fosmid paired end sequencing from large-insert libraries, the long-read sequencing (LRseq) [12] approach, contiguity-preserving transposase sequencing (*fragScaff*)[13], and various assembly algorithms [14, 15]. Recently, chromatin interactions, such as Hi-C, have been used to assemble chromosomes, which can produce ultra-long scaffolds; however, a certain amount of error occurs when used for *de novo* assembly[15, 16]. Thus, accurate chromosome-level assembly remains a major challenge.

The most widely used strategy for chromosome-level assembly of the scaffolds generated by NGS is based on a high-density genetic map on chromosomes. Nevertheless, this strategy is feasible only when complete genetic maps of a species are available. Because there is no genetic map available for *Monopterus*, we have developed an efficient assembly strategy: *de novo* chromosome assembly by FISH walking assisted by conserved synteny (Cafs). Using Cafs technology, which is efficient and cost effective, a precise chromosome-level assembly with 81.3% coverage of the sequenced genome was produced. Using this assembly, we describe a new form of combinatorial regulation of gene expression through interconvertible domains of sex-associated expression (IDSEs) that reasonably explains the sex transition mechanism.

Analysis

Genome sequencing and assembly

The *Monopterus* genome was sequenced with the whole-genome shotgun strategy and the Illumina HiSeq 2000 platform. Eight paired-end libraries with insert sizes up to 40 kb generated a 78.6 GB sequence dataset with a sequencing depth of 97-fold, which provided high single-base accuracy (Additional file: Figure S1 and Table S1). The genome size was estimated from k-mer analysis to be 806 Mb, with a GC content of 40.8% (Additional file: Figures S2-S3 and Table S2). The final assembly comprised 689.5 Mb with contig and scaffold N50 sizes of 22.2 kb and 2.1 Mb, respectively (Table 1). Over 90% of the total sequence was covered by 379 scaffolds; the longest scaffold spanned 11.7 Mb (Table 1). Assembly accuracy was further demonstrated by 99.7% reads mapping to the genome and the successful mapping of 321 bacterial artificial chromosomes (BACs), sequenced with Sanger sequence technology (Additional file: Tables S3).

The repetitive element content (Additional file: Figure S4) of the *Monopterus* genome (28%) was much lower than that of the zebrafish (61%) and about the same as medaka (29%) genomes, but higher than that of the threespine stickleback (16%) and pufferfish (8-10%) genomes. In the *Monopterus* genome, the main repetitive transposable elements were the DNAs and LINEs. At 8%, the LINEs were the largest category of transposable elements. The percent of LINEs was greater than that found in other teleost fish (2-5%), and they acted in concert with Piwi-interacting small RNAs (piRNAs), as guardians for genome defense and germline stability [17].

We used both homology-based and de novo methods to predict genes in the *Monopterus* genome by scanning the database, which also included RNA-seq data. In the *Monopterus*, a total of 24,056 protein-coding genes were predicted (Additional file: Table S4-S5). The gene sizes were similar to those of other teleost fish (Additional file: Figure S5 and Table S6). Approximately 80% of the genes could be functionally annotated with homology analysis (Additional file: Figure S6).

Chromosome-level assembly strategy without a genetic map

To assemble chromosomes with accurate sequences from the scaffolds, we developed an

efficient assembly strategy without using any genetic map information, Cafs (Figure 1), which is based on chromosome fluorescent *in situ* hybridization (FISH) and the shared synteny between closely related fish species.

We first prepared probes of 148 BACs from ~747 sequenced clones (Table S7) and 38 PCR fragment pools, each of which contains 8-15 sequences and covers a total length of 20-30 kb on a scaffold (Table S8) for chromosome FISH. Second, probe combination mapping was used to determine 12 linkage groups, corresponding to 12 chromosomes. Briefly, group A and group B were first discriminated by two unlinked scaffolds labelled with two different colours. If another scaffold was unlinked to the previous two scaffolds, the third scaffold was identified as a marker of group C. Accordingly, 78 efficient combinations of co-hybridization were performed to identify 12 linkage groups, each with a molecular landmark (Figure 1A). Third, based on the predicted syntenic relationship between closely related fish species, probes for the candidate scaffolds were co-hybridized with the landmarks or the sequences, which have been identified. Scaffolds with no predicted location and that were inconsistent with the predicted location were further determined by co-hybridization with 12 landmarks using dual-colour FISH respectively (Figure 1B). For example, scaffold 58 would be grouped into the F group, as it is linked with scaffold 129, which was the landmark of the F group. Fourth, the loose and long pachytene chromosomes were adopted to determine the location and order relationship of the scaffolds through dual- and three-colour FISH. An original marker was used as a walking start (e.g., scaffold 73), and the location of the second scaffold (e.g., scaffold 186) relative to the original marker was identified by dual-colour FISH. The order of another scaffold was determined by the known scaffold locations using dual- or three-colour FISH (e.g., scaffolds 72, 123, and 4) (Figure 1C). Finally, because all 12 chromosomes are telocentric, the telomeres of the metaphase chromosome were used as landmarks to determine the directions of the mapped scaffolds on the chromosomes (Figure 1D). The relative position of each scaffold was determined by the measurement of the signals to the centromere (Figure 1E).

***de novo* chromosome-level assembly**

Using the Cafs assembly strategy, we conducted large-scale mapping of the scaffolds on each chromosome. A scaffold was mapped on each chromosome by FISH, which was used as a landmark (Figure 2A). Using FISH-walking technology, we then conducted the walking in a range of 11-22 steps per chromosome (Figure 2B; Additional file: Figure S7). A total of 186 scaffolds were assembled into 12 pachytene chromosomes through step-by-step combination hybridization of the probes using the above-mentioned 148 BACs and 38 PCR fragment pools (Figure 3A). We then determined the orientation of each chromosome by dual-colour FISH on metaphase chromosomes using the telomere as a morphological landmark (Additional file: Figure S8). Of these mapped scaffolds, 92% (99/108) were consistent with the shared synteny between closely related fish species (medaka, sticklebacks and *Tetraodon*). Therefore, we performed a genome-wide synteny analysis to compare these fish species. From the analysis, 142 of the scaffolds were further assembled into 12 chromosomes respectively. However, 8% (~11) of the scaffolds could not be resolved by the conserved synteny prediction due to possible rearrangements in the *Monopterus* lineage. This issue should be further corrected in future experiments.

We finally integrated 328 scaffolds into 12 chromosomes. These mapped scaffolds consisted of 455 Mb determined by FISH and 100 Mb determined by syntenic analysis, which covers genomic sequences of a total length of 555 Mb, accounting for 81.3% of the sequenced genome of 683 Mb with 97.6X. Based on the assembly, a total of 18,660 protein-coding genes were annotated with location information on the chromosomes (Table 2). For example, there are 87 protein-coding genes on scaffold 72, which was located on chromosome 5 (Figure 3B). These data indicate that a *de novo* chromosome-level assembly of the *Monopterus* genome was produced using an efficient Cafs strategy.

Chromosome-wide association of gene clustering with gene expression

The most attractive feature of *Monopterus* is its natural transition of the gonads from ovary to ovotestis to testis during its life. Haematoxylin and eosin staining was used to identify the

gonads. In a female animal, follicles in different periods of development exist in the ovary. As sex transition occurred, the follicles degenerated, and sperm appeared in seminiferous tubules. Ultimately, the gonad completed its transition from female to male (Figure 4A). To depict the expression profiles of the *Monopterus* genome during gonad transition and to establish a transcriptome atlas, deep transcriptome sequencing was conducted using gonad samples of the three developmental stages (ovary, ovotestis and testis). We analysed the distribution patterns of genes on chromosomes in accordance with their expression profiles. Genome-wide analysis showed a significant positive correlation between the gene density and expression level in the three types of gonads (p -value $<2.2e-16$) (Figure 4B; Additional file: Figure S9A).

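The original submission reports this relation for each gonad from RPKM values. The transcript models used here carry a single value per transcript for all the libraries, so the relation could not be computed per gonad, and the read coverage that Cufflinks gives was used. Over 422 windows of 1 Mb, the number of loci and the mean log2(coverage + 2) had a Spearman rho of -0.0094 (p = 0.784, two-sided permutation test by circular shifts within scaffolds). In 0.5-Mb windows, fixed beforehand, rho was -0.066 (p = 0.0054). With FPKM in place of coverage, chosen after seeing the data, rho was 0.10 (p = 0.894), with a median of 0.123 under the shifts. For ORFs of at least 300 bp, chosen after seeing the data, rho was 0.267 (p = 0.0060), while the shifts themselves gave a median rho of 0.189. For loci with at least 2 coding exons, also chosen after seeing the data, rho was 0.162 (p = 0.032), with a median of 0.108 under the shifts. That median was 0.016 for all loci and 0.0069 in 0.5-Mb windows. The p-values compare absolute values of rho and are not centered on that median. Where the median is clearly positive, the test is thus close to one-sided, and its p-value may be too small. In simulated windows with no relation, this test gave p below 0.05 in 13 of 100 runs, so p-values near the threshold may be too small. That rate is only a rough guide, since every simulated scaffold held several windows. Of the 198 scaffolds of at least 1 Mb here, 91 reach 2 Mb, and the others hold a single 1-Mb window that shifts cannot move. Differences between scaffolds thus stay in the rho of every shift. Windows along a scaffold are not replicates, and only assembled loci enter the count.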

To further investigate gene clustering along the chromosomes, we calculated the gene density per chromosome. The average gene density in the genome was 33.6 genes per Mb, with the maximum gene density on chromosome 12, which is the shortest chromosome, and the minimum gene density on chromosome 9 (Table 2). Further sliding window analysis showed that there was also biased distribution of the gene density within the chromosome (Figure 4B). Using a 1-Mb window size and 100-kb step size, the maximum gene density in the genome was detected from nt 22,200,001 to nt 23,200,000 on chromosome 10, which contains 71 genes, in comparison with an average of 33.6 genes per Mb in the genome (Figure 4C). The distribution pattern of the gene density was consistent with the corresponding GC content along the chromosomes (Figure 4B; Additional file: Figure S9B).

To investigate whether the distribution of the genes along the chromosomes is non-random, we analysed the gene density with a series of window sizes (0.2, 0.3, 0.5, 1, 2, 3 Mb) and a step of 100 kb. We employed ridges to describe the chromosome regions with high gene density. Gene density ridges are characterized by two parameters: gene number per window (cutoff 1) and consecutive window numbers (cutoff 2). Using a combination of the two cutoffs, the distribution pattern of the ridges of each chromosome can be identified. For example, using cutoffs of 40 genes per Mb and 5 consecutive windows, 7 ridges on chromosome 10 were identified (Figure 4C), and 90 ridges were identified in the genome (Figure 4D). The probability of the observed ridges occurring in random permutations of gene

positions was significantly low (p -value $< 10^{-4}$) (Figure 4D), confirming non-random and clustering distribution of genes along the chromosomes. Probabilities (ridge numbers in random $\geq$ observations) for a series of cutoff sets and different window sizes were also calculated and showed a highly significant difference in ridges with high gene density along chromosomes in comparison with random permutations of gene positions (Figure 4D; Additional file: Figure S10). The ridge numbers of high gene density directly reflect the clustering of genes along the chromosomes. These analyses suggest that the ridge pattern on the chromosomes probably represents a higher-order structure in the genome.

Identification of types of gene expression during gonad transition

To identify the key gene types during gonad transition, all genes were classified according to their expression trends during gonad transition. Because of the three stages of gonad differentiation, all genes were classified into 9 types, 8 of which were differentially expressed (Figure 5A). While the non-differentially expressed genes (type IX) accounted for the highest proportion ($5354/18660 = 28.7\%$), a majority of the differentially expressed genes were clearly type IV (up-regulated from ovotestis to testis) and type V (down-regulated from ovotestis to testis), accounting for 23.8% and 20.2%, respectively. The gene numbers of each type had no distribution bias among the chromosomes (Additional file: Figure S11). Gene Ontology (GO) analysis showed that the GO terms in the biological process category were over-represented in all types, except for types VII and VIII due to their low gene numbers. Type IV genes were mainly enriched in “translation”, “cell projection organization”, “determination of bilateral symmetry”, and “urogenital system development” (for example, the *cyp51* gene), whereas type V genes were mainly enriched in “protein localization”, “RNA processing”, and “apoptosis” (for example, the *casp3* gene) (Additional file: Figure S12). Interestingly, the type IV genes were enriched in the “steroid biosynthesis” pathway. For example, the key genes *cyp51* and *dhcr24*, which were clearly up-regulated during gonad transition, were identified in this pathway (Figure 5B). Moreover, the type V genes were enriched in the “progesterone-mediated oocyte maturation” pathway. For example, *mad2l2* and *Rps6ka* were down-regulated in this pathway (Figure 5C).

Clustering patterns of different types of differentially expressed genes in the genome

To evaluate the distribution of gene types along the chromosomes, we further analysed the gene percentage per window (GPW) of each type of genes in the genome. The GPW was calculated as the proportion of a type of genes in the total genes per window and was used to evaluate the distribution of clustering, in which a group of genes was observed as a ridge. Here, the GPW ridges were also defined by two parameters, the GPW (cutoff 1) and consecutive window number (cutoff 2). Using both cutoffs in combination, a series of ridges for each type of genes along the chromosomes could be identified (Figure 6A, 6C; Additional file: Figure S13-S14). When defining a ridge with a GPW cutoff higher than 23% and at least 4 consecutive windows and using a window size of 1 Mb (step = 100 kb), the type IV genes showed the highest degree of clustering, and the type V genes also showed a high degree of clustering in comparison with the other types of genes (Figure 6C). This analysis showed that co-regulated genes of different types tend to be clustered on chromosomes in a large-scale, especially type IV and V genes.

To further characterize the clustering patterns of each type of gene, we analysed the continuous degree of gene clustering. Within a cluster, maximum gene numbers of 8 were detected in types IV and V (Figure 7A). We further tested the significance of the gene clustering when the number of clusters observed in the data was significantly greater than that expected under a null model. We therefore estimated the numbers of clusters corresponding to background noise (Figure 7B). The observed numbers of singleton genes of all co-regulated gene types were significantly lower (p -value = 10^{-4} , p -value < 2×10^{-5} , p -value < 10^{-5} , p -value = 10^{-4} , p -value < 10^{-5} , p -value < 2.1×10^{-3} , p -value = 4×10^{-3} , p -value = 1.65×10^{-2} , and p -value < 1×10^{-5} for each type of genes) in the real genome than in the permuted genomes. For types IV and V, the numbers of clusters with 8 genes in the real genome were significantly higher than expected under a null model (p -value = 9.5×10^{-3} and 4.8×10^{-2} for IV and V, respectively). These analyses further confirmed the high degree of clustering of type IV and V genes on the chromosomes.

Co-regulation of sex-associated expression interconvertible domains during sex transition.

Because type IV and V genes are the two main groups of differentially expressed genes in the genome, we investigated their distribution patterns on all chromosomes using sliding window analysis. Notably, types IV and V revealed an alternating distribution pattern in the genome (Figure 8A). The GPWs of these two types of genes showed a significant negative correlation (Spearman rank correlation test, p -value $<2.2\text{e-}16$) (Figure 8B). In comparison with random distribution, the absolute values of the correlation coefficient of the GPW between the type IV and V genes were significantly high, in the range from 0.3 Mb to 2 Mb, especially for the window size of 0.5 Mb (p -value $=8\times 10^{-3}$) (Figure 8C; Additional file: Figure S15). This data showed that the types IV and V genes occupy different chromosome regions in a mutual exclusive distribution manner.

The distribution pattern can be described in interconvertible regions of sex-associated expression (IRSE). IRSEs explain that one gene type has a higher GPW in a certain region compared to its neighbouring regions on the chromosome, while the other type of genes has a lower GPW in this region compared to its neighbouring regions on the chromosome, which emerge in an alternating, mutually interconvertible manner along the chromosomes (Figure 8D).

To further characterize the co-regulation features of the type IV and V genes in the genome, we analysed the frequency distribution of the IRSEs and the intervals between IRSEs along chromosomes. The distribution follows an exponential function with $R^2=0.8284$. The interval length ranged from 0.15 to 3.4 Mb with an enrichment of 0.55 Mb in the genome, 90% of which were 0.25-1.5 Mb (Figure 8E). This distribution of interval lengths matched the sliding window analysis of the correlation between the GPW of the type IV and V genes. These two types of genes showed a distinct positioning pattern along the chromosome, suggesting an obvious association between coordinated expression and their loci on chromosome (Figure 9).

Altogether, the clustering and positioning features of genes with coordinated expression suggested a co-regulation mechanism of interconvertible domains of sex-associated expression (IDSE) during sex transition.

Discussion

Chromosome-level assembly after genome sequencing is a massive challenge, and there is an inevitable need for obtaining complete genome information to understand the genome structure, variation and functions. Teleost chromosome assembly is more difficult if no genetic map is available because of the complex genome constitutions caused by the additional whole-genome duplication that occurred in the fish lineage during evolution in comparison with land vertebrate genomes. Chromosome-level assembly based on a genetic map provides a reasonable solution for fish genomes. Of the 38 fish genomes sequenced thus far (Table S9), 15 have been assembled based on genetic maps, with only the *Tetraodon* genome assembled without genetic maps [8], while the other 22 species do not have chromosome assemblies. In the absence of a genetic map, we describe a strategy for *de novo* chromosome assembly by FISH walking assisted by conserved synteny, which is efficient and cost effective. In the chromosome assembly of *Monopterus*, we combined Illumina sequencing, BAC-end sequencing and FISH walking on loose pachytene chromosomes, assisted by conserved synteny, to produce a precise assembly at the chromosome level, with 81.3% coverage of the sequenced genome. Compared to 64.6% coverage in the *Tetraodon* genome, the *Monopterus* genome assembly is of much higher quality at the chromosome level in the absence of genetic map information. In addition, the *Monopterus* genome assembly facilitates the comparison of genomes at different phylogenetic distances to help infer ancient and recent rearrangement events in genome evolution and to improve the understanding of the mechanisms of genome evolution. This assembly will also play an important role in molecular breeding because the organized genome data of *Monopterus* can serve as a reference to select favoured genes and linked molecular markers near the QTLs of economic importance.

Gene positions on chromosomes are related to their functions in some cases. A typical

example of the position effect is the temporal-spatial expression of homeotic genes on the anterior-posterior axis, which is consistent with their position in the clusters on chromosomes [18]. Genome-wide studies showed that eukaryotic genes with coordinated expression are often clustered on chromosomes [19]. However, most gene functions in vertebrates are not dependent on their position in the genome, and many genes have only a minor quantitative position effect on their coordinated expression [20]. Various developmental processes probably have different types of position effects and clustering. The types and underlying mechanisms of the position effects remain largely unknown. In a large-scale gene ridge analysis of the *Monopterus* genome, gene clustering was evident. In particular, the type IV and V genes showed a high clustering pattern, which was related to gonad transition. Thus, gene position effects and clustering probably play a certain role in some developmental processes, such as in gonad differentiation.

In the present study, we found a co-regulation mechanism of IRSEs during sex transition (Figure 9). Two types of genes with opposite expression modes tend to be chromosomally clustered separately and are collaboratively expressed in an alternating, interconvertible manner during sex transition. Co-regulated genes within a cluster potentially contact each other to form an interconvertible domain of sex-associated expression (IDSE) through chromatin folding. In detail, IRSE-o (high expression in the ovary) in a chromosomal segment containing many down-regulated genes (type V genes) showed a relatively high level of expression in the ovary and low expression in the testis during gonad transition. Similarly, IRSE-t (high expression in the testis) in a chromosomal segment containing many up-regulated genes (type IV genes) showed a relatively high level of expression in the testis and low expression in the ovary during gonad transition. According to the mutually exclusive distribution of the type IV and V genes detected by our data, the IRSE-o should occupy a different topological domain from the IRSE-t. Accordingly, the gene expression changes during gonad transition can be described as high-expressed IRSEs in the ovary transitioning to low-expressed IRSEs in the testis, while low-expressed IRSEs in the ovary transitioning to high-expressed IRSEs in the testis. A hypothetical model is proposed in which the IRSE may potentially fold into the IDSE by chromatin folding. Thus, the low-expressed IDSE-t in the ovary will transitioning to

high-expressed IDSE-t in the testis, while the high-expressed IDSE-o in the ovary will become low-expressed IDSE-o in the testis (Figure 9). The IDSEs share two similar features with topologically associating domains (TADs): the “co-regulation” of genes within the IDSEs and the blocking of the “spread” of activity between neighbouring IDSEs [21]. A distinct feature of the IRSEs is the exponential size distribution of the IRSEs, with an enrichment of ~0.5 Mb. In addition, the IDSEs are closely associated with sex determination. Thus, the IDSEs represent a new type of combinatorial regulation of gene expression.

The underlying molecular mechanisms of sex transition are largely unknown thus far, although several genes involved in sexual development, such as *Sox9* and *Dmrt1*, have been identified in *Monopterus* [22, 23]. The IDSEs and chromosomal clustering of reproductive genes probably result from selection in favour of sex transition. Position effects have shaped the evolution of the chromosome organization [24], which could facilitate the formation of the IDSEs during the speciation of *Monopterus*. According to the mutually exclusive distribution and regulation of the type IV and V genes, we further determined two regulatory pathways during gonad transition. The regulatory factors, as key members of the IRSEs, potentially participate in gonad transition. As the transition from ovary to testis must occur during the lifetime of *Monopterus*, the same set of the genome should convert its expression globally to ensure programmed ovary degradation followed by testis reconstruction. Thus, the interconvertible regulation model, IDSEs, could explain the sex transition process to that point, thus suggesting a new mechanism of sex determination at both the transcriptional and higher chromatin organization levels.

Conclusions

Monopterus has the attractive feature of undergoing a sex transition from female to intersex to male during its life. However, the mechanisms of sex determination in the *Monopterus* are poorly understood. We provided an efficient Cafs strategy for a *de novo* chromosome-level assembly of the *Monopterus* genome. Genome-wide analysis together with transcriptomes of the three stages of gonadal development showed a co-regulation mechanism of the

interconvertible regions of sex-associated expression (IRSEs) during sex transition. The IRSEs probably represent a new type of combinatorial regulation of gene expression in a higher chromatin structure. This represents a remarkable mechanism for sex determination at both the transcriptional and chromatin organization levels.

Materials and Methods

Ethics statement

Monopterus were obtained from Hubei, China. All animal experiments and methods were performed in accordance with the relevant approved guidelines and regulations, as well as under the approval of the Ethics Committee of Wuhan University.

DNA library construction and sequencing

How the deposited data were processed for this re-analysis (not part of the article)

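RNA from 3 gonad types of *Monopterus* was measured by RNA-seq, with 1 library each from ovary, ovotestis and testis and no replicates. The authors mapped the reads to their own scaffolds and assembled transcripts (TopHat 1.3.3, Bowtie 0.12.7 and Cufflinks 1.1.0 in the submitters' processing notes, Cufflinks 2.2.1 in the paper), chose an ORF for each transcript with a hidden Markov model and trimmed the exons to it. The deposited annotation gives, per transcript, the coordinates of its coding segments, an FPKM value and a read coverage, for the series as a whole. No unused per-sample columns exist. Reads per library are not given in the sources used here, so depth is known only as coverage, with a median of 37.2 per transcript.

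Each Cufflinks gene identifier was taken as a locus and represented by the transcript with the longest CDS. All loci are the main set, fixed before the data were examined, and loci with a CDS of at least 300 bp are an alternative fixed at the same time. Means, counts and densities were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. Windows of 1 Mb moved in 100-kb steps and stayed within scaffolds, and a ridge was at least 5 consecutive windows with at least 40 loci. Each of the tests named next used 10000 draws and a fixed seed, while single-segment loci were set against longer loci with 1000 circular shifts and the correlations with Table 2 used 100000 random pairings. The tests compared ridge numbers and the largest window with random locus starts, chromosome densities with reassigned scaffolds, strands with shuffled strands, and window counts with circularly shifted counts. Tested on 100 simulated data sets each, with 200 permutations per set and no effect present, they gave p below 0.05 in 0 (ridges), 4 (largest window), 3 (strands), 6 (chromosomes) and 13 (window counts against coverage) runs. With an effect present they did so in 89, 100, 100, 99 and 100 runs. The simulated effects were set and not taken from the data. For ridges and windows, many of 748 loci were packed into short stretches, and for chromosomes, 1 was made clearly denser. These rates thus do not give the power of the tests for the loci here. For window counts against coverage, every simulated scaffold held several windows, unlike many scaffolds here, so its rates are only a rough guide.

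Several choices were made only after the data were seen. Expression was to be read per library as RPKM or FPKM. Since the values are for the series as a whole, and the ratio of coverage to FPKM differs between groups of identifiers, coverage was used with a pseudocount of 2. In total 85 alternatives were run, of which 69 had been fixed beforehand and 16 were added after the data were seen. The comparison of chromosome densities with Table 2, the position of short ORFs relative to longer loci and the strand of neighbors by gap were not part of the original design either.

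The chromosome of each of the 186 FISH-mapped scaffolds was read from the picture of Fig. 3A. Of these numbers, 185 were found in Tables S7 and S8, and scaffold 385 was not. The scaffolds assigned to chromosome 3 are longer in sum than the whole chromosome in Table 2, so some assignments or lengths differ from the paper's. Loci to be described by position were chosen by a rule fixed beforehand, namely the first, last and longest on scaffold 72, the 5 longest by span, by CDS and by coding exons, the longest ORFs of the densest window, and the 3 densest and 3 sparsest FISH-mapped scaffolds of at least 1 Mb. The ridges described were chosen after their values were seen. Gene lists set up for gonad, germ cell, steroid and other genes could not be applied, since no identifier matched a gene name. Changes between gonads, the relation of gene density to GC content and spans with untranslated exons were left out, because the values are not per library, no genome of these scaffolds was used here and the models hold no untranslated exons.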

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

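Of the tests in this part, the shuffling of gaps at 0.5 Mb, the number of excess same-strand pairs and the depth from longer models were chosen after the result was seen, the shuffling of gaps at 1 Mb and the rho of coverage for ORFs of at least 300 bp use settings chosen after seeing the data, and the test of the 3' side was added after the other tests of short loci. No biological explanation was tested for these patterns, since no value per gonad was available.

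The transcript models hold 42738 loci with a single coding segment under 300 bp, which the paper does not discuss, and 39278 more loci in all than the paper's gene number. Fragments inside the coding span of an assembled locus with several segments do not account for most of them. Of the 39378 single-segment loci on scaffolds with such a locus, 11.6% lay inside one, below the 25.3% to 26.4% of shifted positions. Fragments of genes that were not assembled, or beyond the trimmed ORF, would count as outside, so the test cannot decide on them. Small scaffolds do not account for most of them either, as they held 19.4% of all single-segment loci. Among neighboring loci with several segments, the same-strand share was 12.3 percentage points higher at gaps under 5 kb than over 50 kb, which is consistent with pieces of 1 gene but also with tandem copies. Pieces with several segments are not the whole cause, since only 15547 such loci exist, and whether pieces with a single segment make up the rest cannot be told apart, as the excess of same-strand over opposite-strand pairs, 1110 among 3744, leaves them out. Of the 10504 single-segment loci within 5 kb outside such a locus, 61.7% lay on its 3' side (48.6% to 51.3% for shifted positions), so pieces of untranslated regions may account for part of this nearby group, which is 26.7% of those tested, and the source of the rest stays open.

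FPKM exceeded 1000000 for 1632 transcripts, more than the unit would allow if it were scaled to all fragments of a library and to transcripts of usual length. All of them (100%) had a coding length under 300 bp, as very short models would give. However, only 29.0% of all loci had an ORF of at least 300 bp, so a short ORF is common without a high FPKM too. The length before trimming to the ORF is not known, so whether short length gave these values was not settled. The highest FPKM, 473885032, belonged to an ORF of 108 bp on scaffold 434. That transcript also had the highest coverage, 50575155, so extreme values are not confined to FPKM. The ratio of coverage to FPKM differed 5.82-fold between the 170 groups of identifiers with transcripts over 1000 bp but varied little within a group (median relative interquartile range 3.53%), with 0 scaffolds split over groups, consistent with a separate scaling for each group. Whether that scaling also gave the high values cannot be told apart, since the test set for it, the rho of this ratio with summed coverage times length (0.135), used a sum of which 90.4% in the median group came from models under 300 bp. With longer models only, rho was 0.708, between the bounds used.

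For ORFs of at least 300 bp, the 13 ridges of 1-Mb windows lie within the 7 to 15 that shuffled gaps between neighbors give, so this number is consistent with uneven spacing alone. The largest 1-Mb window was not, at 64 against a mean of 55.0 with gaps shuffled (permutation p = 0.0029), nor was the ridge number at 0.5 Mb, since the 42 ridges lie above the 20 to 35 of shuffled gaps. The largest 0.5-Mb window, 37 against a mean of 33.3 with gaps shuffled, did not pass the threshold (permutation p = 0.059). Whether denser windows hold more highly covered genes, which would let assembly depth shape the ridges, was left undecided by a rho of 0.267, between the bounds set beforehand. Those bounds took no account of circular shifts, which gave a median rho of 0.189 (permutation p = 0.0060 for the observed rho). This p-value compares absolute values of rho and is not centered on that median, so it may be too small.

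Of the single-segment loci inside a locus with several segments, which the paper does not discuss, 2244 lay on the opposite strand only and 2329 on the same strand, a same-strand share of 50.9% that is within the 49.4% to 51.2% of shifted positions.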

How the results depend on the processing

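No paired analysis was possible because each gonad has 1 library and the annotation gives no value per library. Of 85 alternatives, 39 were classed as unchanged. The rule was within 1.5 times for a count or density, within the interval for a mean, and the same direction and side of the threshold for a test. Some of them could not change. Counting all gene loci repeats the main set, and a coverage of at least 0.1 lies below the lowest coverage, 0.627. Loci with at least 2 coding exons hold the same introns as all loci, and those with a CDS of at least 300 bp hold nearly all of them. The cause of the changes below was not tested, except that a stricter set holds fewer loci by construction. Not run were 10 other settings fixed beforehand, since the models hold no per-gonad values or untranslated exons and no genome was used here. Depth per library is unknown, so no limit from it is stated.

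With a CDS of at least 300 bp there were 18355 loci, a mean span of 9550 bp, CDS of 1276 bp, 7.25 exons per locus, an exon length of 176 bp, 61 loci on scaffold 72, 11828 on the FISH-mapped scaffolds (26.0 per Mb), a ratio of the densest to the sparsest chromosome of 1.35 (permutation p = 0.0285, now past the threshold), 13 ridges and a largest window of 64, now above random placements. With at least 2 coding exons there were 15547 loci, a span of 11564 bp, CDS of 1339 bp and 8.56 exons. With all transcripts the means were 3690 bp, 524 bp and 3.38 exons. With the longest span the mean intron was 1389 bp.

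Ridges numbered 98 for at least 10 windows, 24 on joined scaffolds, and 263, 375 and 339 in windows of 0.5, 0.2 and 0.3 Mb. At 2 Mb (73) and 3 Mb (41) nearly every random placement gave the same number, since almost all windows pass the cutoff, so these sizes test nothing. The largest window, slightly below the mean of random placements over all loci, was slightly above it on FISH-mapped scaffolds only (134, permutation p = 0.308, not past the threshold). It exceeded random placements on joined scaffolds (137) and with starts redrawn over all scaffolds (139), where differences between scaffolds also count.

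Chosen after seeing the data, ORFs of at least 300 bp gave 31 ridges and a largest window of 64 on joined scaffolds laid forward, a median of 29 ridges with random orientations, 42, 3, 34, 37 and 1 ridges at 0.5, 2, 0.2, 0.3 and 3 Mb (the last with p = 0.216), 13 ridges (permutation p = 0.209) and a largest window of 64 (permutation p = 0.0029) with gaps shuffled, and 42 with gaps shuffled at 0.5 Mb. Loci with at least 2 coding exons gave 6 ridges (permutation p = 0.059) and a largest window of 62. For density against coverage, rho was -0.066 in 0.5-Mb windows (p = 0.0054) and, chosen after seeing the data, 0.10 with FPKM (p = 0.894), 0.267 at 300 bp and 0.162 with at least 2 coding exons.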

Differences from the paper's values

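The values below come from gonad transcript models alone, while the paper's gene set also rests on homology and *de novo* prediction, so the loci compared are not the same set. Which of the alternatives fixed before the data were examined came within 1.5 times the paper's value is given for each.

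The models hold 63334 loci and the paper's number of genes is 24056. Loci with a CDS of at least 300 bp (18355) came within that range, while merged loci and loci with at least 2 coding exons did not. The mean span was 2954 bp against the paper's 13473.52 bp, the mean CDS 444 bp against the paper's 1684.06 bp, and the exons per locus 2.86 against the paper's 9.50. For these 3 means, the sets with a CDS of at least 300 bp and with at least 2 coding exons came within the range, and the longest span and all transcripts did not.

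Scaffold 72 held 163 loci and the paper's number is 87, and 61 loci with a CDS of at least 300 bp came within the range, while merging overlapping loci left 163. Density on the FISH-mapped scaffolds was 75.8 per Mb and the paper's value over all placed scaffolds, a wider group, is 33.6. A CDS of at least 300 bp gave 26.0, within the range, and merged loci and lengths from the last annotated base did not come within it. In loci per 10 Mb, with the paper's value in Table 2 second, the densities were 749 against 298 on chromosome 1, 726 against 328 on chromosome 2, 805 against 363 on chromosome 3, 758 against 350 on chromosome 4, 719 against 303 on chromosome 5, 773 against 345 on chromosome 6, 818 against 354 on chromosome 7, 747 against 347 on chromosome 8, 757 against 296 on chromosome 9, 709 against 364 on chromosome 10, 783 against 371 on chromosome 11, 749 against 386 on chromosome 12. All 12 came within the range with a CDS of at least 300 bp.

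The largest 1-Mb window held 139 loci, on a scaffold without a chromosome among all those of at least 1 Mb, and the paper's value, over assembled chromosomes, is 71. A CDS of at least 300 bp gave 64, within the range, and the other 6 alternatives did not come within it. Chosen after seeing the values, loci with at least 2 coding exons (62) and longer ORFs on joined scaffolds or with gaps shuffled (64 for both) also did. Ridges numbered 149 over scaffolds and the paper's number over assembled chromosomes is 90. FISH-mapped scaffolds only (132), runs of at least 10 windows (98) and 2-Mb windows (73) came within the range, the last 2 at other cutoffs than the paper's, and the other alternatives did not, among them a CDS of at least 300 bp (13) and joined scaffolds (24). Random placements gave means of 125.1, 92.9 and 73.0 ridges in the settings within the range, so nearness to the paper's number carries no weight there.

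The paper names chromosome 12 as the densest and chromosome 9 as the sparsest. The densest here was chromosome 7 over all loci and chromosome 11 for the longer ORFs, and the sparsest chromosome 10 and chromosome 9. These ranks use FISH-mapped scaffolds only, and chromosome 12 here is 10 scaffolds (14.5 Mb), fewer than in Table 2. The paper places its densest window and several ridges on chromosome 10, where the longer ORFs on joined scaffolds, chosen after seeing the data, gave 0 ridges with all scaffolds laid forward and at most 1 in 1000 draws of random orientations. For all loci, where nearly every window passes the cutoff, there were from 1 to 3 ridges on it in such draws. Chromosome 10 here holds only its 12 FISH-mapped scaffolds (23.5 Mb), without those placed by synteny, so the region of the paper may lie outside it. The paper reports ridge numbers that differ from random placements over a series of window sizes, which the ridges of all loci at 2 Mb and 3 Mb here cannot test, since nearly every random placement gives the same number. For the longer ORFs, chosen after seeing the data, 3 ridges at 2 Mb exceeded random placements (permutation p = 0.0164) and 1 at 3 Mb did not pass the threshold (permutation p = 0.216). The original submission reports a positive relation of gene density and expression, and rho over all loci was -0.0094 (p = 0.784), and -0.066 in 0.5-Mb windows (p = 0.0054). It was positive, as in the original submission, for ORFs of at least 300 bp (0.267, permutation p = 0.0060, with a median of 0.189 under shifts). For loci with at least 2 coding exons rho was also positive (0.162, permutation p = 0.032, with a median of 0.108). Both sets were chosen after seeing the data. The test called 13 of 100 null simulations, and its p-values are not centered on the median of the shifts, so they may be too small.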

Other observations

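Neighboring loci lay on the same strand more often than shuffled strands give. Over all loci the share was 51.9%, against a mean of 50.3% after shuffling strands within scaffolds 10000 times, and for loci with at least 2 coding exons it was 58.4% against 51.3% (permutation p = 1e-04 for both, two-sided, the smallest possible). Among the latter, the share was 64.8% at gaps under 5 kb, 57.9% at gaps of 5 to 50 kb and 52.5% over 50 kb, while loci that overlapped shared a strand in 35.7% of pairs.

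Across the 12 chromosomes, the density of ORFs of at least 300 bp was compared with the density in Table 2 of the paper, a comparison made after seeing the data. It rests on scaffolds assigned from Fig. 3A, and those of chromosome 3 sum to more than its length in Table 2. Pearson's r was 0.743 (permutation p = 0.0074, Benjamini-Hochberg adjusted over 4 correlations 0.0296) and Spearman's rho 0.587 (p = 0.049, adjusted 0.098). Without chromosomes 5 and 9, the farthest from the median, r was 0.492 and rho 0.297, so the relation rests largely on those chromosomes. Over all loci, r was 0.310 (p = 0.328, adjusted 0.437) and rho 0.210 (p = 0.517, adjusted 0.517), and without chromosomes 3 and 7 they were 0.193 and 0.0909.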
